# Gene expression analysis of embryonic stem cells expressing VE-cadherin (CD144) during endothelial differentiation

**DOI:** 10.1186/1471-2164-9-240

**Published:** 2008-05-22

**Authors:** Vesna Nikolova-Krstevski, Manoj Bhasin, Hasan H Otu, Towia Libermann, Peter Oettgen

## Abstract

**Background:**

Endothelial differentiation occurs during normal vascular development in the developing embryo. This process is recapitulated in the adult when endothelial progenitor cells are generated in the bone marrow and can contribute to vascular repair or angiogenesis at sites of vascular injury or ischemia. The molecular mechanisms of endothelial differentiation remain incompletely understood. Novel approaches are needed to identify the factors that regulate endothelial differentiation.

**Methods:**

Mouse embryonic stem (ES) cells were used to further define the molecular mechanisms of endothelial differentiation. By flow cytometry a population of VEGF-R2 positive cells was identified as early as 2.5 days after differentiation of ES cells, and a subset of VEGF-R2^+ ^cells, that were CD41 positive at 3.5 days. A separate population of VEGF-R2^+ ^stem cells expressing the endothelial-specific marker CD144 (VE-cadherin) was also identified at this same time point. Channels lined by VE-cadherin positive cells developed within the embryoid bodies (EBs) formed by differentiating ES cells. VE-cadherin and CD41 expressing cells differentiate in close proximity to each other within the EBs, supporting the concept of a common origin for cells of hematopoietic and endothelial lineages.

**Results:**

Microarray analysis of >45,000 transcripts was performed on RNA obtained from cells expressing VEGF-R2^+^, CD41^+^, and CD144^+ ^and VEGF-R2^-^, CD41^-^, and CD144^-^. All microarray experiments were performed in duplicate using RNA obtained from independent experiments, for each subset of cells. Expression profiling confirmed the role of several genes involved in hematopoiesis, and identified several putative genes involved in endothelial differentiation.

**Conclusion:**

The isolation of CD144^+ ^cells during ES cell differentiation from embryoid bodies provides an excellent model system and method for identifying genes that are expressed during endothelial differentiation and that are distinct from hematopoiesis.

## Background

A close temporal and spatial association exists between the development of hematopoietic and endothelial stem cells during embryogenesis. This is first observed in extra-embryonic mesodermal tissues such as the yolk sac. Within the developing yolk sac primitive erythrocytes are surrounded by a layer of angioblasts [1,2]. The close temporal and spatial association of these two lineages led to the hypothesis that they arise from a common precursor of mesodermal origin known as the hemangioblast [3]. Further support for the existence of a common precursor comes from gene targeting disruption studies, which demonstrate that some genes are essential for the development of both lineages. For example, the *SCL/tal-1 *gene, previously described for its essential role during hematopoiesis, is also expressed in the developing vasculature and is required for vascular remodeling during embryogenesis [4,5]. One of the earliest cell surface markers that defines this bipotential cell is the VEGF receptor-2 (VEGF-R2). Targeted disruption of VEGF-R2 similarly leads to defects in vasculogenesis and hematopoiesis [6].

One powerful tool to study the earliest steps in the differentiation of hematopoietic and endothelial cells is the use of embryonic stem cells in culture [7]. Most studies suggest that the molecular events leading to the development of the hematopoietic and endothelial lineages in embryoid bodies (EBs) derived from ES cells in culture are very similar to those observed during embryonic development [8,9]. During ES cell differentiation, blast colony-forming cells (BL-CFCs) can be isolated from EBs that exhibit endothelial and hematopoietic potential [8]. BL-CFCs expressing VEGF-R2 can be identified within EBs about 2.5 days.

Several transcription factors that are required for definitive hematopoiesis have been identified (Table 2). The transcription factor *Runx1 *(AML1), a member of the core binding factor (CBF) family of transcription factors is required for the establishment of definitive, but not primitive hematopoiesis [10]. The transcription factor GATA-1 is required for differentiation of the erythroid lineage [11]. Finally, the homeobox transcription factor HoxB4 was shown to promote the potential of hematopoietic stem cells derived from ES cells that contribute to definitive hematopoiesis, promoting the development of self-renewing, long term, hematopoietic progenitors [12].

Considerably less is known about the transcription factors and the molecular mechanisms that regulate endothelial differentiation. The purpose of this study was to use an ES cell differentiation system to identify genes that are preferentially expressed at early and later stages of endothelial differentiation. We identified four populations of cells; cells expressing VEGF-R2 (day 2.5), CD41 expressing cells (day 3.5), cells expressing CD144 (VE-cadherin, day 3.5), and cells expressing CD144 (day 6.5). As negative control we have also isolated VEGF-R2 negative (day 2.5), CD41 negative (day 3.5), negative CD144 (VE-Cadherin, day 3.5), and negative CD144 (day 6.5). In addition, we isolated CD144 positive and CD144 negative cells from mouse embryos at embryonic day 9.5. Microarray analysis of the RNA isolated from each of these populations of cells allowed for the identification of genes expressed in these subsets of cells and suggest their potential role during the differentiation of embryonic stem cells along the endothelial lineage.

## Methods

### ES cell culture

CCE Embryonic stem cells (ATCC) were maintained on irradiated primary embryonic fibroblasts (Chemicon) in knockout DMEM (Invitrogen/Gibco-BRL) supplemented with 15% fetal bovine serum (Hyclone, Logan, UT), penicillin/streptomycin 1% (Invitrogen/Gibco-BRL), l-glutamine 2 mM (Invitrogen/Gibco-BRL), non-essential amino acids 0.1 mM, nucleosides 0.1 mM, 2-mercaptoethanol 0.1 mM (Sigma, St. Louis, MO), monothioglycerol (MTG) 2 mM (Sigma), and ESGRO leukemia inhibitory factor (LIF) 1000 units/ml (Sigma). ES cells were grown in LIF-containing media for 48 hours. To generate EBs, ES cells were separated from the feeder cells, re-plated at a density of 2 × 10^6 ^cells per 10 cm dish (Fisher Scientific), and grown in media without LIF to promote differentiation.

### Flow Cytometry and Cell Sorting

To prepare single-cell suspensions EBs were washed with PBS and disrupted by pipetting after 20 min treatment with cell dissociation solution at 37°C (Sigma). Whole embryo cells were dissected from the decidual tissue of E9.5 pregnant 129/Sv mice and washed in PBS (Invitrogen). Dissected embryos were incubated for 60–90 minutes at 37°C in 0.1% collagenase/dispase (Sigma) and 20% fetal bovine serum (FBS, Hyclone) and subsequently dissociated into a single-cell suspension. All cells were fixed in 3:1 ethanol:glacial acetic acid and washed extensively in PBS prior to immunofluorescent staining. Cells were initially incubated with rat-monoclonal anti-VE-cadherin antibody (1:100, Pharmingen, San Diego, CA) at room temperature for 30 min, followed by labeling with anti-rat fluorescein-isothiocynate (FITC)-conjugated antibody (1:100, Jackson Laboratories). Subsequent double labeling with phycoerythrin (PE)-conjugated anti-VEGF-R2 and -CD41 antibodies (1:100, Pharmingen) was also performed at room temperature for 30 min. Flow cytometry and cell sorting was completed on the FC5000 Flow Cytometer at the Beth Israel Deaconess Medical Center Flow Cytometry Core Facility using CXP Analysis Program.

### RNA Extraction and Quantitative RT-PCR

Total RNA from FACS-sorted cells was isolated using an RNeasy kit (Qiagen). Real-time PCR was performed containing SYBR green I (1:1000 dilution, Molecular Probes), forward and reverse primers (0.8 μM each), 0.8 mM dNTPs, 2 mM MgCl_2_, 1U Taq Polymerase (Promega), and 1U Platinum Taq Antibody (Invitrogen) in 1xPCR Buffer under the following conditions: denaturation at 95°C (3 min); 35 cycles at 94°C (1 min), at 60°C (1 min), at 72°C (1 min). GAPDH was used as an internal reference in each reaction. Amplification was followed by melting curve analysis using the program run at the step acquisition mode to verify the presence of a single amplification product in DNA. Accumulation of PCR products was monitored and determined using the Opticon Monitor (MJ Research). The threshold cycle (C_T_) was determined using the Opticon analysis software. Oligonucleotide Primers for Quantitative RT-PCR for each gene were:

Ikaros: Forward GCCCTATGACAGTGCCAACT, Reverse CAGCTGGTACATGGAGCTGA

AML1: Forward TGTTGGGCATTTGACTTTGA, Reverse TTACTACCGGAGGGTTGTGG

Hemoglobin Y: Forward AAGCTCCGAGCACACCCACT, Reverse AAGCTCTGAGCACACCCACT

CD41: Forward AAGCTCTGAGCACACCCACT, Reverse CTCAGCCCTTCACTCTGACC

Endothelin Receptor B: Forward CAGGAAGAAGAGCGGTATGC, Reverse CACACCTGTGTGGATTGCTC

Thrombospondin: Forward CCAAAGCCTGCAAGAAAGAC, Reverse CCTGCTTGTTGCAAACTTGA

Tie1: Forward CAGGCACAGCAGGTTGTAGA, Reverse GTGCCACCATTTTGACACTG

Tie2: Forward AAGCATGCCCATCTGGTTAC, Reverse GTAGGTAGTGGCCACCCAGA

EphrinA1: Forward CCCACATTACGAGGACGACT, Reverse CCCAAGCTAAAAGGCCTCAA

Flt-1: Forward CCAAGGCCTCCATGAAGATA, Reverse ATACTGTCAGGGGCTGGTTG

MEF2C: Forward ACGCCTGTCACCTAACATCC, Reverse AGCTCTCAAACGCCACACTT

KLF2: Forward CCAAGAGCTCGCACCTAAAG, Reverse GTGGCACTGAAAGGGTCTGT

### Microarray analysis

For transcriptional profiling, the mouse genome 430 2.0 Affymetrix GeneChip, containing more than 45,000 transcripts was used. RNA for the microarray experiments was obtained in duplicates from two separately conducted experiments using the murine ES cells. Microarray analysis was conducted via the Genomics Center at the Beth Israel Deaconess Medical Center, according to previously described protocols for total RNA extraction and purification, cDNA synthesis, *in vitro *transcription reaction for production of biotin-labeled cRNA, hybridization of cRNA with mouse genome 430 2.0 Affymetrix gene chips, and scanning of image output files [13]. The quality of the scanned array images was determined on the basis of background values, percent present calls, scaling factors, and 3'-5' ratio of β-actin and GAPDH using the BioConductor R packages [14].

Scanned array images were analyzed by dChip, as it is more robust than MAS5.0 and RMA in signal calculation. The raw probe level data was normalized using smoothing-spline invariant set method. The signal value for each transcript was summarized using perfect-match-only (PMO) based signal modeling algorithm described in dChip. The PMO based modeling algorithm yields less number of false positives as compared to the PMO-MM model (MM meaning "mismatch-match"). In this way, the signal value corresponds to the absolute level of expression of a transcript [15]. These normalized and modeled signal values for each transcript were used for further high-level bioinformatics analysis. During the calculation of model based expression signal values, array and probe outliers are interrogated and images spike are treated as signal outliers. The outlier detection was carried out using dChip outlier detection algorithm. A chip is considered as an outlier if the probe, single or array outlier percentage exceeds a default threshold of 5%.

When comparing two groups of samples to identify genes enriched in a given phenotype, if 90% lower confidence bound (LCB) of the fold change (FC) between the two groups was above 2.0, the corresponding gene was considered to be differentially expressed [16]. LCB is a stringent estimate of FC and has been shown to be the better ranking statistic [15]. It has been suggested that a criterion of selecting genes that have a LCB above 2.0 most likely corresponds to genes with an "actual" fold change of at least 3 in gene expression [16,17].

The final list of positive, phenotype-specific, differentially expressed genes was generated by removing all the genes that were also differentially expressed in the negative control population during the same transition. For example, the initial list of differentially expressed genes for VEGF-R2^+^/CD41^+ ^at day 3.5 as compared to VEGF-R2^+ ^at day 2.5 was corrected by removing the genes that are also differentially expressed in the negative control cells (VEGF-R2^-^/CD41^- ^at day 3.5 compared to VEGF-R2^- ^at day 2.5). Further corrections in the identified differentially expressed genes were made by comparing changes in the expression in negative populations (e.g. CD144-) versus positive populations (e.g. VEGF-R2^+ ^at day 2.5) over time.

The raw MIAME compliant microarray data is available online in the GEO repository at NCBI [18].

### Western Blot Analysis

Whole cell lysates (50 μg) of cells were boiled in Laemmli buffer and resolved on 10% SDS-PAGE acrylamide gel. Proteins were transferred on Hybond-PVDF membranes and immunoblotted using the ECL Western Blotting Detection reagents (Amersham Biosciences, UK). Polyclonal antibodies against VE-cadherin, CD41, and alpha actin were obtained from Pharmingen.

### Immunohistochemistry and microscopy of embryoid bodies and the yolk sac

EBs from different time points (day 6.5 to 10.5) were washed with PBS and embedded in OCT freezing compound (Miles Scientific, Cambridge, ML) after fixation in 4% paraformaldehyde for 1 hour at 4°C and cryoprotection in 20% (wt/vol) sucrose overnight. Frozen sections (8–10 μm thick) were mounted onto gelatin-coated glass slides, air-dried overnight, permeabilized for 3 minutes with 0.5% Triton X-100, and washed two times with PBS. Slides were then processed for immunofluorescence microscopy using FITC-conjugated CD41, PE-conjugated VE-cadherin, and FITC-vWF rat antibodies (1:100, Pharmingen). 129/sv mice were bred to generate day E8.5 embryos. The yolk sac was dissected from the embryo proper and fixed in 4% paraformaldehyde, and frozen in OCT. Immunohistochemistry was performed using 10 μm sections. Fluorescent images were obtained using a Nikon Eclispse E800 microscope (Nikon, Tokyo, Japan) equipped with a 40 X/0.75 numeric aperture objective lens as well as a Zeiss AxioCam digital camera (Carl Zeiss International, Heidelberg, Germany). Images were analyzed using Openlab imaging software version 3.0.4 (Improvision, Lexington, MA).

## Results

The molecular mechanisms underlying endothelial differentiation from pluripotent stem cells remain incompletely understood. We have used a murine ES cell differentiation system to identify the genes involved in the process of endothelial differentiation. Cells were grown in the presence of LIF, and allowed to differentiate into cystic EBs in the absence of LIF. VEGF-R2 positive cells were first detected in ES cells by flow cytometry 2.5 days after the initiation of differentiation (Figure 1A). Approximately 11% of the ES cells expressed VEGF-R2 at this time point. One day later (day 3.5) 20–25% of the ES cells express VEGF-R2. We identified a small subset (4.4%) of VEGF-R2 expressing cells (Figure 1A, middle left) that express the endothelial-cell specific cell surface antigen CD144 (VE-cadherin) at 3.5 days. One of the earliest cell surface markers of the hematopoietic lineage has recently been identified as CD41 (glycoprotein IIb), which is first detected in differentiating ES cells at 3.5 days [19]. Approximately 5% of cells express CD41 and VEGF-R2 at this time point (Figure 1A, bottom right). At day 6.5, CD41 and CD144 are still expressed on a subset of VEGF-R2 positive cells (3.8 and 5.2%, respectively). However, the individual expression of CD41 and CD144 seems to diverge onto separate cell populations, with only a small percentage (1.7%) of CD144 positive cells showing CD41 co-expression (Figure 1B, lower right panel). Also, by day 6.5, the number of VEGF-R2 expressing-cells is significantly decreased (approximately 11% at day 6.5, compared to 20% at day 3.5) (Figure 1B).

**Figure 1:**
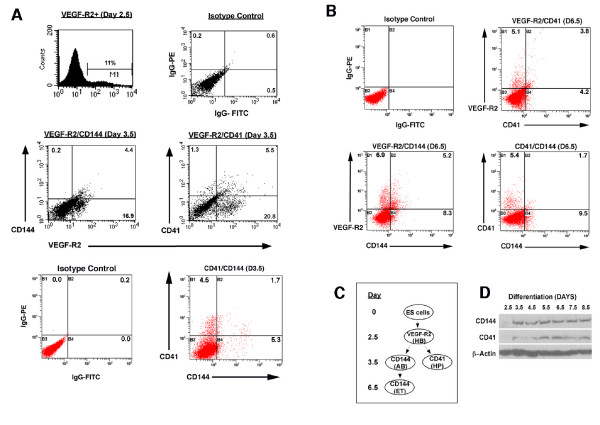
**CD41 and CD144 during ES cell differentiation**. (**A**) Flow cytometric analysis of stem cell differentiation. CCE murine ES cells differentiated into cystic embryoid bodies after removal of LIF (see methods). Flow cytometry was used to determine the expression of VEGF-R2, CD144, and CD41. VEGF-R2 positve cells were first detected at 2.5 days after the removal of LIF and represent approximately 11% of the cells. CD144 and CD41 are first detected at day 3.5. Both markers, CD144 and CD41, represent a subset of VEGF-R2 positive cells (4.4 and 5.5%, respectively). Only a small percentage of CD144 positive cells (1.7%) co-express CD41 at day 3.5 (bottom right panel). Isotype controls are shown in the upper right panel. (**B**) CD144 and CD41-expressing cells remain a subset of VEGF-R2 positive cells (5.2 and 3.8%, respectively) at day 6.5, however, at this time point, the two cell markers are expressed on different cell populations (lower right panel). (**C**) A schematic of ES cell differentiation demonstrating the populations of cells isolated for microarray analysis. VEGF-R2 is a marker of the hemangioblast (HB). CD41 is one of the earliest markers for the hematopoietic progenitor (HP) cells and can be detected as early as day 3.5, concurrently with the endothelial-specific marker CD144 (VE-cadherin) expressed on the angioblast (AB) at day 3.5, and also on differentiated endothelial cells (ET) at day 6.5. (**D**) Protein expression of CD144 (VE-cadherin) and CD41 in embryonic stem cell differentiation. Isolated proteins from developing stem cells on days 2.5 to 8.5 were separated on a 10% SDS-PAGE. Western blot analysis was performed with antibodies directed against CD144, CD41, and β-actin.

VE-cadherin is expressed on the surface of endothelial cells, during vascular development and in the adult cells [20]. To verify the expression of these cell surface markers at the protein level, western blot analysis was performed at different time points during ES cell differentiation. No expression of CD41 or CD144 was observed at 2.5 days (Figure 1D). However, at day 3.5 there was a significant increase in the expression of both CD144 and CD41.

Because of the close temporal and spatial relationship between hematopoiesis and endothelial differentiation in the developing embryo, we were also interested in evaluating the spatial relationship between the expression of CD41 and CD144 in the EBs. We observed the formation of small channels within the EBs lined by CD144 positive cells in 6.5 day EBs (Figure 3A). CD41 expressing cells (green) were observed in discrete sections of the EBs, and appeared to be located within the lumen of the channels formed by the CD144 positive cells (red). Nuclear staining with DAPI demonstrated that the areas where CD41 and CD144 are expressed represent distinct regions within the EBs (Figure 3A). Co-localization of CD41 and CD144 positive cells further validated the close proximity of cells expressing these two markers. To further validate the endothelial cell specific nature of the CD144 positive cells, the expression of the endothelial cell specific marker von Willebrand's factor (vWF) was also evaluated. The expression pattern of CD144 and vWF observed in the EBs is nearly identical (Figure 3B). To extend these studies we also evaluated the expression of CD144 and CD41 in the developing yolk sac. We observed a close association between the expression of CD144 and CD41 in the yolk sac, with the lumen of blood vessels in the yolk sac lined by CD144 positive cells, and CD41 positive cells within the lumen (Figure 4). These studies confirm the close temporal and spatial association between the differentiation of endothelial cells and hematopoietic cells from pluripotent stem cells in the developing embryo, and support the ability of murine ES cells to recapitulate the steps associated with hematopoietic and endothelial differentiation, using an *in vitro *differentiation model.

**Figure 3:**
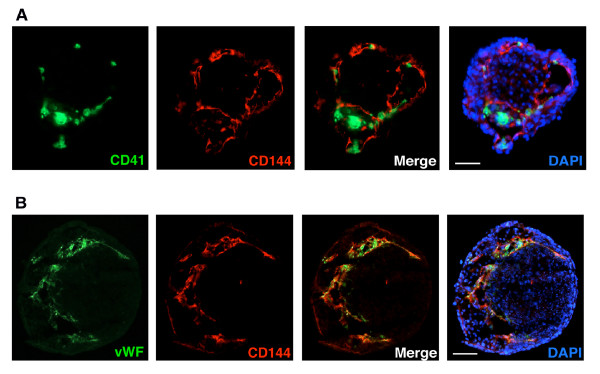
**Expression of CD41 and CD144 in embryoid bodies**. Immunohistochemical analysis of CD41 and CD144 staining of frozen embryoid body sections (see methods for details). (**A**) Evaluation of CD41 (green) and CD144 (red) staining by immunofluorescence in embryoid body at day 6.5. Overlapping images of CD41 and CD144 demonstrate spatial proximity of CD41/CD144 expression. DAPI nuclear staining (blue) outlines the general embryoid body morphology and organization. Bar represents 300 μm. (**B**) Immunofluorescence staining for vWF (green), VE-Cadherin (red), and DAPI (blue) in embryoid bodies at day 10.5. Colocalization of the two endothelial-specific markers, vWF and CD144, is evident in the merged images. Bar represents 200 μm.

**Figure 4:**
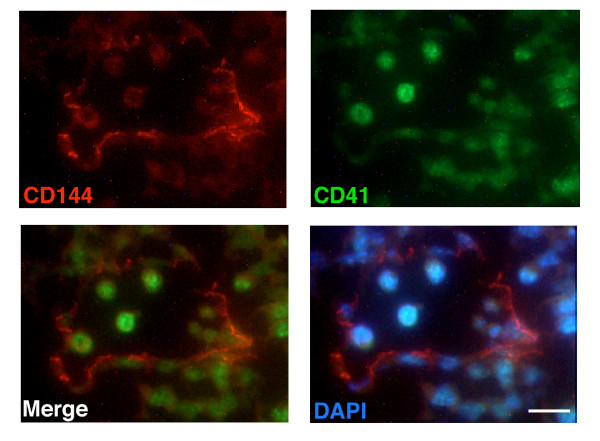
**Expression of CD41 and CD144 in the yolk sac**. Immunostaining of CD144 and CD41 within the yolk sac of E8.5 embryos (see methods for details). Similar to the staining pattern observed in the embryoid body, a close proximity of CD144 (red) and CD41-positive cells (green) is also observed in the yolk sac. Bar represents 100 μm; see methods for details of microscopy.

To begin to define the molecular mechanisms underlying the differentiation of hematopoietic and endothelial cells from a bipotent hemangioblast, we performed microarray experiments using RNA derived from different subsets of ES cells at different time points during the process of differentiation. The four positive populations isolated (Figure 1C), included VEGF-R2 positive population at day 2.5 (also referred to as hemangioblast (HB)), CD41 positive population at day 3.5 (also referred to as hematopoietic precursor (HP)), CD144 positive population at day 3.5 (also referred to as the angioblast (AB)), and CD144 positive population at day 6.5 (also referred to as endothelial cell (ET)). Additionally, as negative control cells, we have also isolated four negative populations, VEGF-R2 negative population at day 2.5 (NHB), CD41 negative population at day 3.5 (NHP), CD144 negative population at day 3.5 (NAB), and CD144 negative population at day 6.5 (NET). 

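The deposited values for these populations came from 16 arrays, 2 for each of the 8 populations. The transcript of each sorting marker was higher in the positive than in the negative cells of its day. This checks the direction of the labels, not the absence of the marker from negative cells. Kdr, which encodes VEGF-R2, had a signal of 5886 ± 581 (SD, n = 2) in VEGF-R2 positive and 2083 ± 8.06 in VEGF-R2 negative cells. The log2 fold change was 1.49 (standard error 0.27, adjusted p = 0.000554). Kdr in the VEGF-R2 negative cells, which serve as a negative control, thus lay above the median of all values, 85.8. In limma it was lower by 4.75 on the log2 scale in CD41 negative cells at day 3.5 (standard error 0.27, adjusted p = 2.9e-08). Itga2b, which encodes CD41, was higher in CD41 positive than in CD41 negative cells, with a log2 fold change of 4.87 (standard error 0.24, adjusted p = 2.81e-10). Cdh5, which encodes CD144, had a log2 fold change of 5.85 (standard error 0.35, adjusted p = 1.28e-08) between CD144 positive and negative cells at day 3.5 and of 6.05 (standard error 0.35, adjusted p = 7.78e-09) at day 6.5. The deposited values are MAS5 signals that the authors scaled to a trimmed mean of 500 on each array, while the lists in the paper came from dChip. Here 6.03 was added to each signal, the log2 was taken, and the 45037 probe sets left without the 64 control probe sets were tested in limma with all arrays in one fit and Benjamini-Hochberg adjustment. Replicate arrays correlated with a Spearman coefficient of 0.872 to 0.895 in the positive populations and 0.945 to 0.955 in the negative populations. The duplicates came from separately conducted experiments, and the single fit pooled their spread over all 8 populations. Positive duplicates correlated less than negative ones, so p-values between positive populations may be too small. With the positive arrays alone, a fit chosen after seeing the data, 2398 instead of 4432 probe sets were called between CD41 positive and VEGF-R2 positive cells. For CD144 positive cells these were 1425 instead of 3474 at day 3.5 and 4240 instead of 6985 at day 6.5. The precision is limited by 2 arrays per population. The control transcripts added to each sample had a geometric mean of 5171 to 9079 on the 8 positive arrays and 1829.7 to 2571 on the 8 negative arrays, so a same-day comparison of positive with negative cells also compares these 2 sets of arrays.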

Microarray analysis was performed using Affymetrix Mouse Genome 430 2.0 chips at the Beth Israel Deaconess Medical Center Microarray facility. Dot plots in Figure 2 demonstrate the efficiency of the FACS sorting and purity of each of the isolated cell populations.

**Figure 2:**
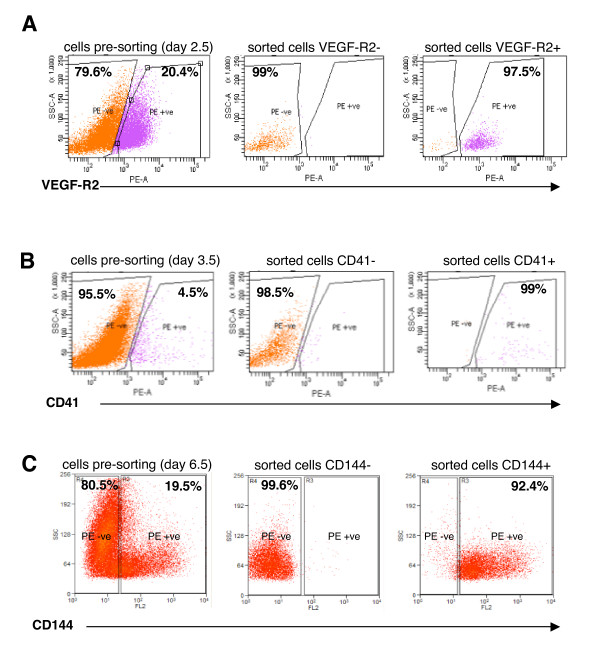
**Purity controls for FACS sorting**. Dot-plots in this figure show EB cells labeled with (**A**) VEGF-R2 antibody at day 2.5, (**B**) CD41 at day 3.5, and (**C**) CD144 marker at day 6.5. The plots on the left show total cell populations labeled with the specific cell marker before FACS sorting, while the plots in the middle and right are the purity controls demonstrating the negative and positive cell populations, respectively, after FACS sorting.

### Early VEGF-R2 positive ES cells express several mesodermal markers

One of the earliest markers of the bipotent hemangioblast is VEGF-R2. These cells are of mesodermal origin, and have previously been shown to express mesodermal markers such as *brachyury *[3]. We examined the expression of genes in the VEGF-R2 positive population of cells at day 2.5, compared to those at later stages of ES cell differentiation such as VEGFR2^+^/CD41^+ ^and VEGFR2^+^/CD144^+ ^(Table 1,2,3,4,5,6,7). In addition to *brachyury*, we identified several other genes, including the homeobox genes *lim1*, *Mixl1*, *even skipped*, and *goosecoid*, all of which are highly expressed in the embryonic mesoderm (Table 1). These results support the idea that the VEGF-R2 positive cells, isolated at day 2.5 are of mesodermal origin and undergo differentiation in this model system.

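Homeobox genes of the embryonic mesoderm were high in VEGF-R2 positive cells at day 2.5 and low in the CD41 and CD144 positive cells at day 3.5. Mixl1 had a signal of 11142 ± 88.5 (SD, n = 2) in VEGF-R2 positive cells, 492 ± 216 in CD41 positive cells and 452 ± 5.63 in CD144 positive cells at day 3.5. From day 2.5 to the CD41 positive cells it fell by 4.56 on the log2 scale (standard error 0.21, adjusted p = 5.88e-10), and to the CD144 positive cells at day 3.5 it fell by 4.61 on the log2 scale (standard error 0.21, adjusted p = 6.92e-09). Lhx1 (lim1) fell by 3.23 on the log2 scale (standard error 0.44, adjusted p = 0.000125) in CD41 positive cells and by 3.07 (standard error 0.44, adjusted p = 0.00036) in CD144 positive cells, and Evx1 (even skipped) fell by 3.40 and 3.55. Gsc (goosecoid) fell by 3.70 on the log2 scale (standard error 0.58, adjusted p = 0.00043) in CD41 positive cells, while its log2 fold change in CD144 positive cells at day 3.5 was -1.94 (adjusted p = 0.0508), which did not pass the test. A list of 24 genes of the primitive streak and early mesoderm was written before the data were examined. It includes Mixl1, Lhx1, Evx1 and Gsc, which the paper had chosen from these arrays, so it is not an independent test. In CD41 positive cells, 14 of the 24 fell and none rose (17 lower when adjusted over the list alone). Mesp1, a regulator of early cardiac mesoderm, fell by 3.94 on the log2 scale. In CD144 positive cells at day 3.5, 14 of the 24 fell and 3 rose (3 higher and 15 lower when adjusted over the list alone). At day 6.5, 16 fell and none rose (1 higher and 17 lower when adjusted over the list alone). The list as a whole was lower than other genes by limma's camera in CD41 positive cells (adjusted p = 3.5e-15) and in CD144 positive cells at day 3.5 (adjusted p = 5.16e-11) and day 6.5 (adjusted p = 2.65e-12), and these calls held with an estimated correlation (adjusted p = 0.00503, 0.0388 and 0.0168). After subtraction of the ratio in the negative populations, the corrected fold change of Mixl1 was 21.7 against CD41 positive and 24.3 against CD144 positive cells. In CD144 positive cells Gsc passed under 4 other settings, with the lowest adjusted p, 0.00181, in a fit of only the compared groups and their negative controls. From the expression of these mesodermal genes, the paper proposes that the VEGF-R2 positive cells are of mesodermal origin and differentiate in this system.

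**Figure D1:**
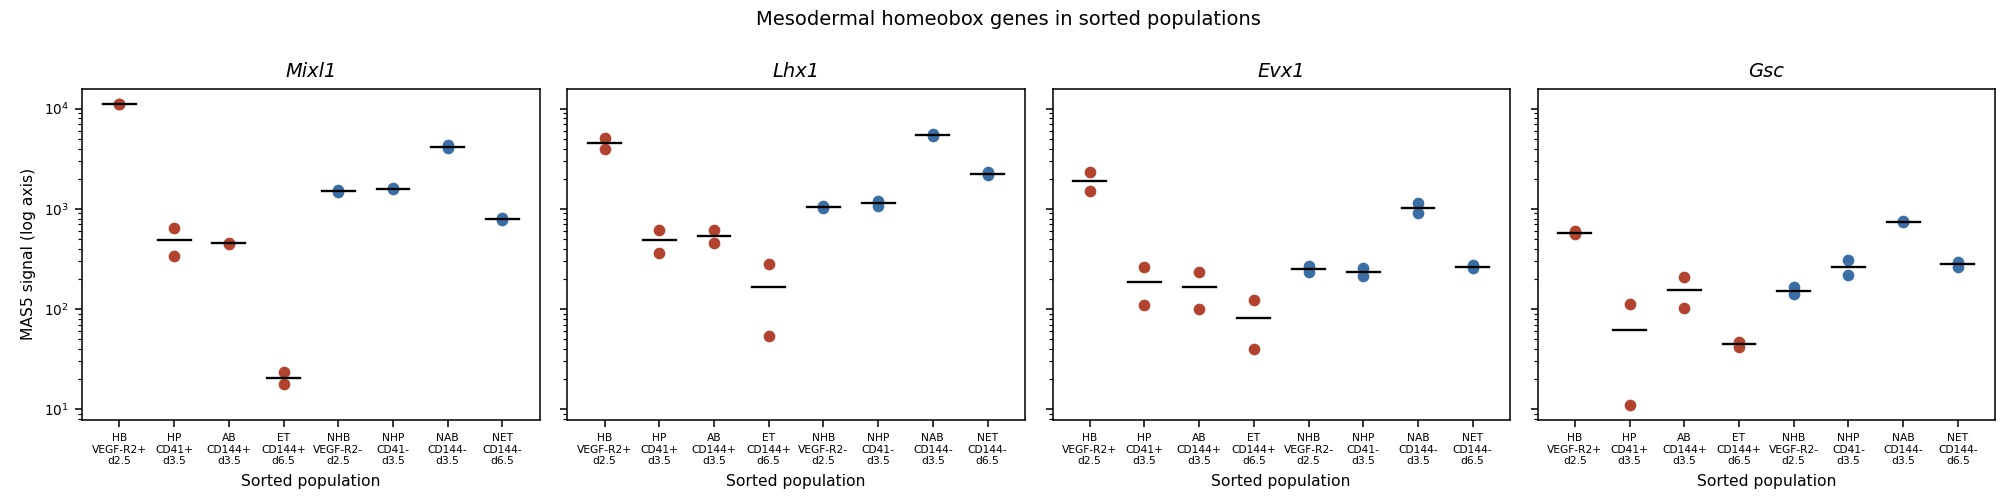
Signal of Mixl1, Lhx1, Evx1 and Gsc on each array, on a log axis, in the 4 positive (red) and 4 negative (blue) populations; points are the 2 replicate arrays and lines their mean. The Mixl1 mean is 11142 in VEGF-R2 positive cells and 20.6 in CD144 positive cells at day 6.5.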

**Table 1:** Mesodermal Markers Up-regulated in VEGF-R2 positive cells at day 2.5 of ES Cell Differentiation*

**Gene Bank accession**	**Gene**	**HBvsHP**	**HBvsAB**
AF154573	Mix1 homeobox	22.43	21.00
AV335209	Lim homeobox protein 1	10.11	13.33
NM_009309	Brachyury	9.90	12.01
NM_007966	Even skipped homeotic gene	13.82	14.28
NM_010351	Goosceoid	9.44	10.46

**Table 2:** Comparison of CD41-postive (day 3.5) to VEGF-R2 positive cells (day 2.5)*

**Gene Bank Accession number**	**Gene**	**Fold Change**
M26898	Hemoglobin X	266.22
AV311770	Hemoglobin Z	119.48
AV156860	Hemoglobin Y	39.49
NM_010369	Glycophorin A	18.76
AK010968	Erythropoietin receptor	5.99
NM_013706	CD52	5.98
NM_010824	Myeloperoxidase	5.06
NM_053149	Hemogen	7.72
NM_010635	Krueppel like factor-1	24.81
NM_008089	GATA 1	22.52
AV317621	Ikaros transcription factor	7.51
BB319935	Helios transcription factor	6.26
BB795285	AML-1	5.18

**Table 3:** Comparison of CD144-postive (day 3.5) to VEGF-R2 positive cells (day 2.5)*

**Gene Bank Accession number**	**Gene**	**Fold Change**
BF100813	Endothelin receptor type B	4.12
NM_011587	Tie1	5.49
NM_031198	Transcription factor EC	4.02
NM_008452	Krueppel like factor 2	6.12
BB331017	Sox11	5.01
BM220880	Forkhead box P1	4.87

**Table 4:** Comparison of CD144-postive (day 6.5) to VEGF-R2 positive cells (day 2.5)*

**Accession Number**	**Gene**	**Fold Change**
BF100813	Endothelin receptor type B	19.07
D38146	Ephrin A1	5.53
NM_011587	Tie1	8.82
NM_008816	PECAM-1	8.87
NM_013805	Claudin 5	10.50
BC020129	Robo4	3.55
AY083458	CD 109 antigen	3.36
AI595932	Mef2C	5.24
BB331017	Sox11	5.36
NM_008452	KLF2	4.78

**Table 5:** Comparison of embryonic CD144-postive to CD144-negative cells (day 9.5)*

**Accession number**	**Gene**	**Fold Change**
NM_010494	ICAM-2	1614.76
NM_011587	Tie1	239.47
AW543698	CD144	84.44
AV319507	Multimerin 2	67.79
NM_007932	Endoglin	106.71
NM_010228	Flt-1	50.20
BB667216	Von Willebrands Factor	56.07
NM_008816	PECAM-1	31.40
NM_008713	Endothelial nitric oxide synthase	20.83
D43775	Endothelin-1	22.59
D38146	Ephrin A1	13.80
NM_009378	Thrombomodulin 1	8.77
BC020129	Robo 4	7.25
AK004781	Sox 17	34.96
AV329219	ERG	228.66
NM_009236	Sox 18	20.64
BB831146	C/EBP delta	8.96
AI595932	MEF2C	5.17
AK004675	GATA2	4.26
NM_008452	KLF2	3.24
NM_016791	NFATc1	3.27
BC005686	ELK3	5.15
AI462296	Forkhead box 01	2.67

**Table 6:** Genes Enriched in all CD144-positive cells

**Gene**	**Fold Change (vs. CD144-E9.5)**	**(d 6.5 vs HB)**	**(d 3.5 vs HB)**
CD34	304.4	8.78	3.0
Tie1	239.5	6.82	2.98
Endomucin	21.72	11.35	4.07
Ephrin A1	13.8	7.87	2.99
TFEC	8.7	4.56	4.02
KLF2	3.24	3.66	3.69

**Table 7:** Genes that showed increased expression in CD144-positive cells from EBs (day 6.5) and in the embryo (day 9.5) compared to CD41-positive (day 3.5) and CD144-negative cells (day 6.5) from Ebs

**Accession number**	**Gene**	**(EC vs HB)**	**(EC vs CD144-cells)**
NM_010494	ICAM-2	3.37	1614.76
AW543698	CD144	3.65	84.44
AV319507	Multmerin 2	3.83	67.79
NM_016900	Caveolin2	5.49	114.87
NM_013805	Claudin 5	3.76	36.04
D38146	Ephrin A1	7.87	13.80
AY083458	CD109 antigen	3.36	9.83
BC020129	Robo 4	3.55	7.25
NM_007585	Annexin A2	6.0	7.25
NM_008816	PECAM-1	6.5	31.40
AI595932	MEF2C	6.86	5.17
NM_011441	Sox 17	4.14	34.96

* The values shown in the columns are corrected fold changes (FC). The corrected FC for a transcript is obtained by subtracting the FC for the particular transcript in the negative control populations from FC for the positive populations (see methods for details).

### Markers of Hematopoiesis in the CD41 expressing ES cells at day 3.5

We identified a small population of VEGF-R2 positive cells expressing the early hematopoietic marker CD41 and cells not expressing CD41 (negative control) at day 3.5. Microarray analysis was performed on RNA derived from these cells. VEGFR2^+^/CD41^+ ^compared to the VEGF-R2 positive cells at day 2.5 have 565 differentially expressed transcripts. Out of these 565 transcripts, all the transcripts that were differentially expressed in the negative control cells in the same transition (VEGF-R2^-^/CD41^- ^cells at day 3.5 as compared to VEGF-R2^- ^cells at day 2.5 or VEGF-R2^-^/CD41^- ^cells at day 3.5 as compared to VEGF-R2^+ ^cells at day 2.5) were filtered out. 

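Genes of the megakaryocyte and myeloid lineages were among those higher in CD41 positive cells at day 3.5 than in VEGF-R2 positive cells at day 2.5. Of 13 megakaryocyte genes, 7 rose and none fell (7 higher when adjusted over the list alone; camera adjusted p = 0.000123), led by Plek, which encodes the platelet protein pleckstrin, with a log2 fold change of 6.10 (standard error 0.49, adjusted p = 4.2e-07), and the integrin gene Itgb3, with 4.38. Itga2b rose by 3.05 and Kdr fell by 1.31 on the log2 scale (adjusted p = 0.00399, or 0.074 without replicate 1 of the CD41 positive cells and 0.0558 with a robust prior without trend). Of 19 myeloid and macrophage genes, 6 rose and none fell (9 higher when adjusted over the list alone; camera adjusted p = 0.000404), among them the cytokine receptor gene Csf2rb, with a log2 fold change of 5.41, and the Fc receptor subunit gene Fcer1g, with 5.40. Cardiac muscle genes moved the other way: 6 of 17 fell and none rose (6 lower when adjusted over the list alone), the atrial myosin light chain gene Myl7 fell by 5.11 on the log2 scale, and the call of this list (camera adjusted p = 0.000111) was lost with 0.0779 as the adjusted p with an estimated correlation. In all, limma called 2262 probe sets higher and 2170 lower at an adjusted p under 0.05, and 888 higher and 929 lower had a 90% confidence bound of the fold change beyond 2, 1817 in total. The 4432 calls became 2833 without replicate 1 of the CD41 positive cells, 2731 with a robust prior without trend and 2398 with the positive arrays alone, a fit chosen after seeing the data. The total beyond the bound became 2789 without replicate 2 of the CD41 positive cells, 1211 with the larger offset and 3971 at a fold above 3 with no bound.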

The final list of VEGFR2^+^/CD41^+ ^specific differentially expressed transcripts consists of genes associated with hematopoiesis (Table 2). It has also been suggested that *in vitro *ES cell differentiation systems closely recapitulates the events associated with hematopoietic development in the yolk sac, including primitive erythropoiesis, megakaryocyte, and mast cell differentiation [21]. 

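Genes of red blood cell formation rose in CD41 positive cells at day 3.5. Of 23 genes of primitive erythroid cells, 15 rose and none fell (18 higher when adjusted over the list alone), and the list was higher than other genes (camera adjusted p = 5e-17, and adjusted p = 0.000736 with an estimated correlation). Hba-x, Hbb-y, Epor, Hemgn, Klf1 and Gata1 in this list are also genes of Table 2, which the paper chose from these arrays. The signal of the embryonic globin gene Hba-x was 36552 ± 6139 (SD, n = 2) in CD41 positive and 15.2 ± 6.11 in VEGF-R2 positive cells, a log2 fold change of 10.77 (standard error 0.29, adjusted p = 3.75e-13), and Hbb-y, another embryonic globin gene, had a log2 fold change of 6.60 (standard error 0.44, adjusted p = 3.95e-08). Epor, the erythropoietin receptor gene, rose by 2.47 on the log2 scale, and Hemgn (hemogen) by 4.46. Outside the erythroid lineage, Mpo (myeloperoxidase of granulocytes) had a log2 fold change of 3.72 (standard error 0.40, adjusted p = 1.07e-05) and the leukocyte antigen gene Cd52 of 3.82 (standard error 0.45, adjusted p = 2.77e-05). After removal of probe sets that passed the same bound in the same direction in a negative control transition, 679 higher and 701 lower probe sets were left. Corrected for the ratio in the negative populations, the fold changes of the 11 genes of Table 2 that are compared here ran from 4.79 for Epor to 2403 for Hba-x. The 1380 probe sets left became 2186 without replicate 2 of the CD41 positive cells and 2747 when any fold above 3 was taken. The low signal of Hba-x, Hbb-y, Hemgn and Cd52 in VEGF-R2 positive cells makes the size of their folds uncertain.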

The first of these to occur is primitive erythropoiesis. We identified transcription factors upstream of erythropoiesis, including AML-1, GATA-1, and erythroid Krueppel-like factor (KLF1), and genes predominantly associated with the erythroid lineage (Table 2). However, Ikaros and Helios, two zinc finger transcription factors known to regulate lymphopoiesis, were also enriched in this CD41-positive population [22,23]. 

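Gata1, Klf1 and the probe set of the Runx1 entry in Table 2 were higher in CD41 positive cells at day 3.5 than in VEGF-R2 positive cells at day 2.5. Gata1 had a signal of 4874 ± 1572 (SD, n = 2) in CD41 positive and 149 ± 8.73 in VEGF-R2 positive cells, a log2 fold change of 4.94 (standard error 0.30, adjusted p = 1.55e-08). Klf1, the erythroid Krueppel-like factor gene, rose from 62.2 ± 12.8 to 4285 ± 1036, a log2 fold change of 5.97 (standard error 0.64, adjusted p = 1.07e-05). The signal of Runx1 (AML-1) was 477 ± 147 in CD41 positive and 51.3 ± 27.0 in VEGF-R2 positive cells, which gives a log2 fold change of 3.12 (standard error 0.61, adjusted p = 0.00283), while the Runx1 probe set with the highest mean had one of -0.50 (adjusted p = 0.735). The corrected fold change of Runx1 ran from 7.76 to 31.0 under the alternatives set before the data were examined. Of 20 early hematopoietic genes, 9 rose, none fell and 11 were not called (10 higher and 2 lower when adjusted over the list alone); those that rose include Myb, with a log2 fold change of 3.72, Spi1 (PU.1), with 3.34, and the blood cell membrane protein gene Laptm5, with 3.92. Camera placed this list above other genes in the same comparison (adjusted p = 1.17e-06), also with an estimated correlation (adjusted p = 0.00493). Without replicate 2 of the CD41 positive cells, 1 early hematopoietic gene was also called lower.

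**Figure D2:**
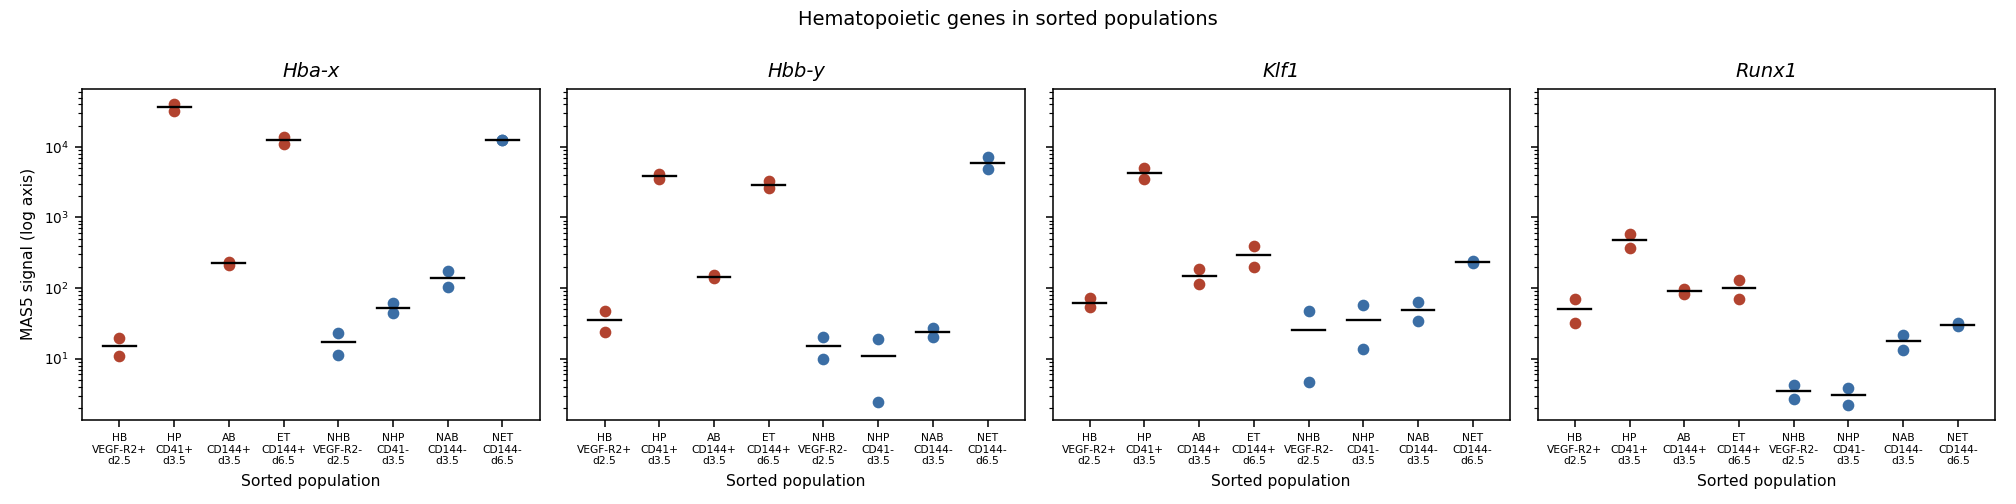
Signal of Hba-x, Hbb-y, Klf1 and Runx1 on each array, on a log axis, in the 4 positive (red) and 4 negative (blue) populations; points are the 2 replicate arrays and lines their mean. The Klf1 mean is 4285 in CD41 positive cells and 149 in CD144 positive cells at day 3.5.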

Helios expression is restricted to cells of T cell origin. These results suggest that either these transcription factors exhibit additional functions at earlier stages of hematopoiesis or that initiation of other hematopoietic lineages, in addition to the erythroid lineage, occurs during ES cell differentiation.

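Ikaros and Helios were both higher in CD41 positive cells at day 3.5 than in VEGF-R2 positive cells at day 2.5. Ikzf1 (Ikaros) had a signal of 1836 ± 341 (SD, n = 2) against 196 ± 14.2, a log2 fold change of 3.18 (standard error 0.39, adjusted p = 4.54e-05), and Ikzf2 (Helios) of 1893 ± 0.236 against 289 ± 41.2, a log2 fold change of 2.69 (standard error 0.25, adjusted p = 2.1e-06). Of 5 genes of the Ikaros family, these 2 rose and none fell (2 higher when adjusted over the list alone, camera adjusted p = 0.000888, and 0.0257 as the adjusted p with an estimated correlation). Both are genes of Table 2, which the paper chose from these arrays, so this list is not an independent test. Of 16 genes of T and B lymphocytes, limma called none higher and none lower than in VEGF-R2 positive cells (0 when adjusted over the list alone, and 1 at an unadjusted p under 0.05). The lymphoid list had a median log2 fold change of 0.21 and a mean of -0.01, and neither camera (adjusted p = 0.996, down) nor fry (adjusted p = 0.879, up) called it. Without replicate 2 of the CD41 positive cells, 1 lymphoid gene was called higher and 1 lower. Against CD41 negative cells at day 3.5, on arrays that also differ in their control transcripts, 3 lymphoid genes were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.449, fry adjusted p = 0.0408): Il7r had a log2 fold change of 3.46, Cd79a of 2.14, Cd79b of 1.37 and Blnk of -1.93. In a fit of only the compared groups Cd79a, Cd79b and Blnk lost their calls (adjusted p = 0.0561, 0.0564 and 0.181). Without replicate 1 of the CD41 negative cells their log2 fold changes were 2.27, 1.52 and -2.06, and without replicate 2 they were 2.01, 1.23 and -1.79. Without replicate 1 of the CD41 positive cells, Cd79a had 1.84 and Blnk -0.50. Without replicate 2 of the CD41 positive cells, Cd79a had 2.44 and Cd79b 1.07. Helios also rose in CD144 positive cells at day 3.5, by 1.28 on the log2 scale (adjusted p = 0.00404, or 0.0795 without their replicate 2). From the presence of both factors, the paper proposes additional roles for them early in hematopoiesis or the start of lineages other than the erythroid one.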

### Markers of endothelial differentiation expressed in CD144 positive cells

To evaluate whether genes of the endothelial lineage are expressed in early CD144 (VE-cadherin) positive cells during ES cell differentiation, we compared microarray data of RNA isolated from CD144 positive cells at day 3.5 to VEGF-R2 positive cells at day 2.5. To identify genes that are uniformly upregulated in the CD144 positive cells, we also performed microarray analysis of RNA samples from the negative controls (i.e CD144 negative cells at day 3.5 to VEGF-R2 negative cells at day 2.5). 

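Many genes of pluripotent cells and of the response to hypoxia were higher in CD144 positive cells at day 3.5 than in VEGF-R2 positive cells at day 2.5. Of 21 pluripotency genes, 14 rose and 2 fell (14 higher and 2 lower when adjusted over the list alone): Sox2 had a log2 fold change of 3.52 (standard error 0.30, adjusted p = 2.52e-06) and Nanog of 3.07 (standard error 0.24, adjusted p = 1.07e-06), while Tbx3 fell by 3.16 on the log2 scale. The camera call of this list (adjusted p = 1.28e-08) was lost at adjusted p = 0.372 with an estimated correlation. Of 16 hypoxia genes, 9 rose and 1 fell (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.13e-05, and adjusted p = 0.0633 with an estimated correlation), among them the glucose transporter gene Slc2a1, with a log2 fold change of 2.04, and Bnip3, with 1.95. Crabp2, a retinoic acid binding protein gene, had a log2 fold change of 5.41 (standard error 0.43, adjusted p = 1.34e-06), and the growth factor binding protein gene Igfbp5 one of 4.63, both of uncertain size because their mean signals in VEGF-R2 positive cells lay below the 25th percentile of all values. The mesenchymal cadherin gene Cdh11 fell by 4.31 on the log2 scale (standard error 0.23, adjusted p = 1.66e-08). Limma called 2193 probe sets higher and 1281 lower, 1419 lay beyond the 90% bound of a fold of 2, and the filter with the negative control transitions left 553 higher and 357 lower. The 3474 calls became 2160 without replicate 1 of the VEGF-R2 positive cells, 1613 without replicate 2 of the CD144 positive cells, 1720 with a robust prior without trend and 1425 with the positive arrays alone; the last 2 fits each left 9 pluripotency genes higher, and the robust prior left 5 hypoxia genes higher. The 910 probe sets left after the filter became 1421 without replicate 1 of the CD144 positive cells, and other bounds and offsets gave from 498 to 2483.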

The CD144 positive cells at day 3.5 have 483 differentially expressed transcripts that are further corrected by removing the transcripts differentially expressed in the negative control cells in the same transition (CD144^- ^day 3.5 vs. VEGF-R2^- ^day 2.5) or (CD144^- ^day 3.5 vs. VEGF-R2^+ ^day 2.5). This final list has enrichment of selected endothelial-specific genes, including Tie1 and the endothelin receptor B (Table 3). In addition, several transcription factors were identified as being enriched at this stage, including Krueppel-like factor 2 (KLF2), the SRY-box (Sox) 11, and the Forkhead box P1 transcription factor.

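Tie1, an endothelial receptor kinase gene, had a signal of 1356 ± 40.6 (SD, n = 2) in CD144 positive cells at day 3.5 and 497 ± 139 in VEGF-R2 positive cells, a log2 fold change of 1.46 (standard error 0.34, adjusted p = 0.0133). The endothelin receptor B gene Ednrb had a signal of 269.7 ± 27.5 against 68.5 ± 80.3, a log2 fold change of 2.51 (standard error 0.68, adjusted p = 0.0318). Of 36 endothelial genes, 12 rose and none fell (14 higher and 1 lower when adjusted over the list alone). Cav1, a gene of caveolae, was up by 2.86 and the surface antigen gene Cd34 by 1.61 on the log2 scale. With only the compared groups and their negative controls in the fit, 3 of the 36 were lower. With the replicate block, and with the probe set of largest variance for each gene, 1 was lower. Camera called the list higher (adjusted p = 0.000478), a call that was lost at adjusted p = 0.519 with an estimated correlation. Among arterial genes 0 of 10 rose and 1 fell, and among venous genes 0 of 4 rose and 1 fell, with the same counts when adjusted over the list alone. The sorting marker Cdh5 had a log2 fold change of 1.42 (standard error 0.35, adjusted p = 0.0189), and Kdr of -0.60 (adjusted p = 0.203, or 0.0247 with only the compared groups and their negative controls). Leaving out replicate 1 of the VEGF-R2 positive cells left 2 endothelial genes higher and ended the calls of Tie1 (adjusted p = 0.117), Ednrb (0.296) and Cdh5 (0.131); leaving out replicate 1 or 2 of the CD144 positive cells left 3 each, with Tie1 at 0.06 and 0.0926, Ednrb at 0.117 and 0.12, and Cdh5 at 0.0964 and 0.0852. The list had 7 genes higher with a floor in place of the offset and 4 with a robust prior without trend, under which Ednrb (0.101) and Cdh5 (0.0812) lost their calls, as Ednrb did with the floor (0.0549) and with only the compared groups and their negative controls (0.109).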

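Klf2, a transcription factor gene induced by blood flow in endothelium, had a signal of 1291 ± 20.0 (SD, n = 2) in CD144 positive cells at day 3.5 and 363 ± 57.1 in VEGF-R2 positive cells, a log2 fold change of 1.82 (standard error 0.17, adjusted p = 4.36e-06). Foxp1 rose from 538 ± 25.5 to 1337 ± 173, a log2 fold change of 1.30 (standard error 0.17, adjusted p = 0.000142). The GenBank entry that Table 3 gives for Sox11 belongs to a probe set annotated as Sox1, a neural progenitor gene, whose log2 fold change was 2.17 (standard error 0.79, adjusted p = 0.113). It did not pass the test with all arrays and passed without replicate 2 of the VEGF-R2 positive cells (adjusted p = 0.0347). The brightest probe set of Sox11 itself had signals of 789 ± 117 and 796 ± 161, and a log2 fold change of -0.01 (standard error 0.19, adjusted p = 0.989), which became 0.20 without replicate 1 of the VEGF-R2 positive cells and 0.14 without replicate 2 of the CD144 positive cells. Tfec, another gene of Table 3, encodes a transcription factor related to Mitf and had a log2 fold change of 3.46 (standard error 0.69, adjusted p = 0.00487), with adjusted p = 0.0502 without replicate 1 of the VEGF-R2 positive cells.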

To examine the specific gene expression profile at later stages of endothelial differentiation, we performed microarray analysis of CD144 positive and CD144 negative cells isolated from ES cells 6.5 days after differentiation. 

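CD144 positive cells at day 6.5 were higher than VEGF-R2 positive cells at day 2.5 in genes of endoderm, mesenchyme and heart muscle, and lower in genes of the cell cycle. Of 29 endoderm genes, 17 rose and 3 fell (18 higher and 3 lower when adjusted over the list alone; camera adjusted p = 1.91e-05, and adjusted p = 0.0224 with an estimated correlation), among them Ttr (transthyretin), with a log2 fold change of 6.75 (standard error 0.71, adjusted p = 6.65e-06) on its brightest probe set. Of 19 smooth muscle and mesenchymal genes, 11 rose and 2 fell (12 higher and 3 lower when adjusted over the list alone; camera adjusted p = 3.59e-05, and adjusted p = 0.022 with an estimated correlation), with the matrix protein genes Postn up by 7.10 and Col3a1 by 5.11 on the log2 scale. Among 17 cardiac muscle genes, 8 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone), including the troponin gene Tnnt2 with a log2 fold change of 2.79, and the camera call (adjusted p = 0.00459) was lost at adjusted p = 0.192 with an estimated correlation. None of 21 cell cycle genes rose and 9 fell (13 lower when adjusted over the list alone; camera adjusted p = 4.92e-05, and adjusted p = 0.0209 with an estimated correlation), and the replication gene Mcm2 fell by 0.88 on the log2 scale. Mixl1 fell by 8.72 on the log2 scale. The mean signals of Mixl1 at day 6.5 and of Ttr and Postn at day 2.5 lay below the 25th percentile of all values, so the size of their changes depends on the offset. Limma called 4235 probe sets higher and 2750 lower, and 1809 higher and 517 lower lay beyond the 90% bound of a fold of 2. Their total, 2326, ranged from 1680 to 4643 under the alternatives set before the data were examined. It was 3531 with a Fieller bound on linear means and 4643 at a fold above 3 with no bound. Higher calls made up 60.6% of all calls and 50.6% after quantile normalization, which moved the median log2 fold change by -0.16. The 6985 calls became 4586 with a robust prior without trend and 4240 with the positive arrays alone, fits in which 11 endoderm genes were higher, and that number was 10 without replicate 1 of the CD144 positive cells at day 6.5.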

The CD144 positive cells at day 6.5 compared to VEGF-R2 positive cells obtained at day 2.5 showed differential expression of 1068 transcripts. Transcripts that were differentially expressed in the negative control cells (CD144^- ^day 6.5 vs VEGF-R2^- ^day 2.5 and CD144^- ^day 6.5 vs VEGF-R2^+ ^day 2.5) were removed from the list. Additional analysis was performed to eliminate remaining false positive genes (see methods). 

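Endothelial genes were among those higher in CD144 positive cells at day 6.5 than in VEGF-R2 positive cells at day 2.5. Members of other lists rose with them. These were 8 of 23 primitive erythroid, 12 of 16 hypoxia and 10 of 20 immediate early and dissociation stress genes, with 1, 1 and 3 lower. Pecam1, an adhesion molecule gene of endothelial junctions, had a signal of 2182 ± 326 (SD, n = 2) in CD144 positive cells at day 6.5 and 294 ± 20.3 in VEGF-R2 positive cells at day 2.5, a log2 fold change of 2.86 (standard error 0.27, adjusted p = 2.65e-06). The tight junction gene Cldn5 had a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.00203) and Robo4, an endothelial guidance receptor gene, of 1.36 (standard error 0.38, adjusted p = 0.0223). Ednrb rose by 5.01 and the ephrin gene Efna1 by 3.19 on the log2 scale. Of 36 endothelial genes, 23 rose and 1 fell (29 higher and 1 lower when adjusted over the list alone), with the largest increase in Cav1, 5.36. The list was higher than other genes by camera (adjusted p = 1.03e-08), a call lost at adjusted p = 0.165 with an estimated correlation. The 10 genes of Table 4 had corrected fold changes from 2.22 for Robo4 to 12.5 for Cd109, whose signal was low in VEGF-R2 positive cells, that of Ednrb became 1.98 and 121 without replicate 1 or 2 of those cells, and the filter with the negative control transitions left 978 higher and 361 lower probe sets. Without replicate 1 of the VEGF-R2 positive cells 13 endothelial genes were higher, without any other single array of the pair 16, each time out of the same 36, and the 1 lower gene was then no longer called; with a robust prior without trend 17 were higher. The log2 fold change of Robo4 was 1.25 and 1.46 without replicate 1 or 2 of the VEGF-R2 positive cells. It was 1.32 and 1.39 without replicate 1 or 2 of the CD144 positive cells. After quantile normalization Robo4 lost its call (log2 fold change 1.09, adjusted p = 0.0832). The 1339 probe sets left became 2037 when the filter used the VEGF-R2 negative transition alone, chosen after seeing the data, and up to 2726 with other bounds.

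**Figure D3:**
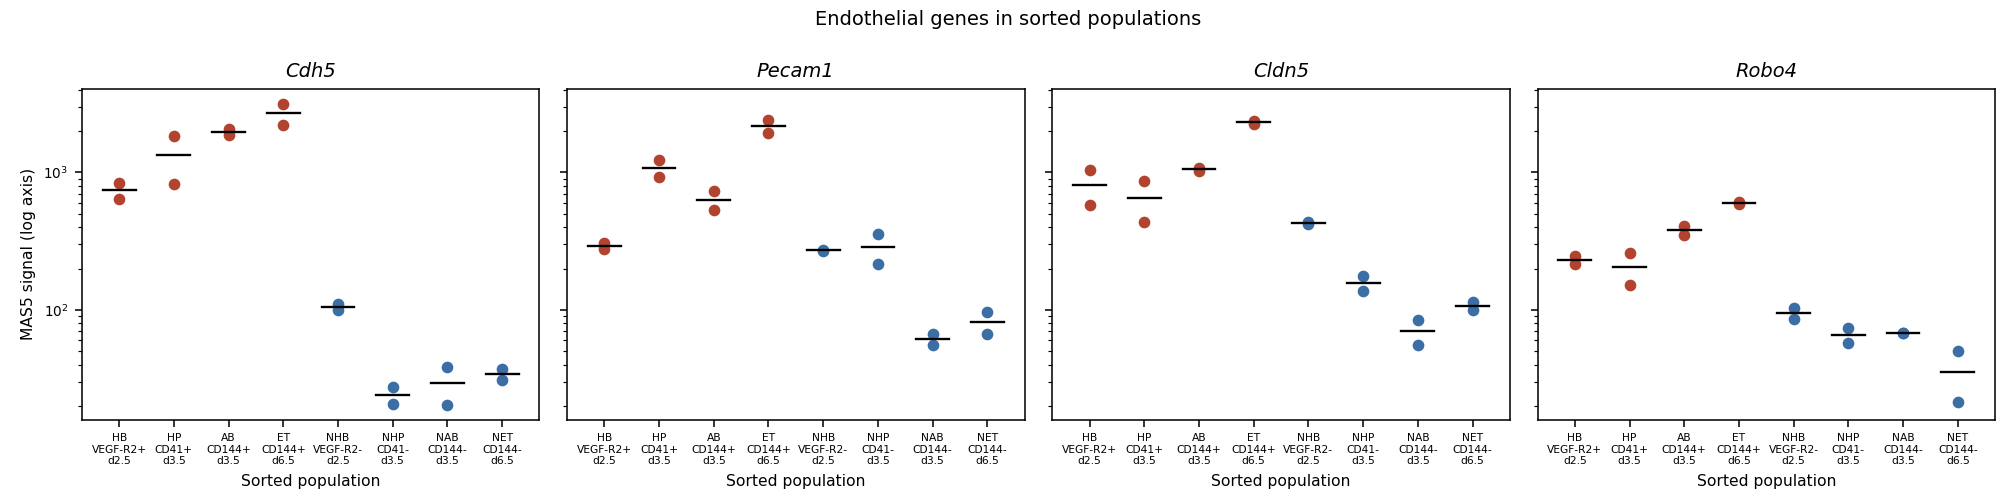
Signal of Cdh5, Pecam1, Cldn5 and Robo4 on each array, on a log axis, in the 4 positive (red) and 4 negative (blue) populations; points are the 2 replicate arrays and lines their mean. The Cdh5 mean is 2692 in CD144 positive and 34.1 in CD144 negative cells at day 6.5.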

The final list has several endothelial-specific genes including PECAM-1, claudin 5, and roundabout homolog 4 (Robo 4) (Table 4).

To identify genes that are selectively enriched in endothelial cells during embryonic vascular development, we also isolated CD144 positive cells from murine embryos at day 9.5. CD144 positive cells were sorted and separated from CD144 negative cells, and microarray analysis was performed. Because the number of CD144 positive cells isolated from the embryos was much smaller, an amplification step was performed prior to the microarray analysis. The results of the microarray analysis also demonstrate an enrichment of several endothelial-specific genes including ICAM-2, VE-cadherin, PECAM-1, and endothelial nitric oxide synthase (eNOS) (Table 5). The expression of several transcription factors was also determined to be enriched in this population of cells, including SOX 17, the Ets factor Erg and Elk3, Vezf1, Foxo1, and C/EBP delta. Table 6 shows a condensed list of genes whose expression is increased in all CD144 positive cells, including the ones isolated at different stages of EB differentiation (day 3.5 and 6.5), and day 9.5 embryos. 

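With all arrays, the genes of Table 6 were called higher in CD144 positive cells of both days than in VEGF-R2 positive cells at day 2.5. The estimated fold change of each was larger at day 6.5, but no test of day 6.5 against day 3.5 is given for them. For Tfec the folds, 13.8 (SD 9.12) at day 3.5 and 17.4 (SD 11.6) at day 6.5, lay within their SDs of each other. Emcn (endomucin), a surface glycoprotein gene of endothelium, had a signal of 182 ± 110.1 (SD, n = 2) at day 2.5, 757 ± 324 at day 3.5 and 2158 ± 176 at day 6.5, with log2 fold changes of 2.09 (standard error 0.61, adjusted p = 0.0463) and 3.66 (standard error 0.61, adjusted p = 0.000505). Cd34 went from 551 ± 137 to 1673 ± 30.9 and 4886 ± 284, with a log2 fold change of 3.16 (standard error 0.24, adjusted p = 2.56e-07) at day 6.5. Efna1 had a log2 fold change of 1.90 (standard error 0.42, adjusted p = 0.00902) at day 3.5, and at day 6.5 Tie1 had one of 2.73 (standard error 0.34, adjusted p = 3.36e-05) and Tfec of 3.78 (standard error 0.69, adjusted p = 0.00105). As ratios of mean signals, the 6 genes rose 2.73 (Tie1) to 13.8 fold (Tfec) at day 3.5, and at day 6.5 Emcn rose 11.9 fold, or 8.30 and 20.7 fold without replicate 1 or 2 of the VEGF-R2 positive cells. The size of the Tfec folds rests on a low signal at day 2.5, and the E9.5 embryo arrays are not analysed here. At day 3.5, the log2 fold change of Emcn was 1.45 without replicate 1 of the VEGF-R2 positive cells. It was 1.64 and 2.53 without replicate 1 or 2 of the CD144 positive cells, and Emcn lost its call under 5 other settings. Without the same arrays, Efna1 had 1.41, 1.81 and 1.995, and it lost its call with a robust prior without trend (adjusted p = 0.0806). Without replicate 1 of the VEGF-R2 positive cells, Tie1 had a log2 fold change of 1.18 and Tfec of 2.94 at day 3.5.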

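Endothelial genes were higher in CD144 positive cells at day 6.5 than in CD41 positive cells at day 3.5. Most genes of Table 7 also had a mean MAS5 signal in the CD41 positive cells above the median of all values. Such a signal is not a detection call. The increase was not confined to endothelial genes. The endoderm gene Ttr had log2 fold changes of 8.50, 8.13 and 7.11 on different probe sets, and the mesenchymal gene Col1a1 had one of 6.23. Of the 12 genes of Table 7, 10 were called higher in CD144 positive cells at day 6.5, 10 had a mean signal in CD41 positive cells above the median of all values, and 8 were higher in CD41 positive than in CD41 negative cells. The caveolin gene Cav2 had a signal of 711 ± 4.85 (SD, n = 2) against 79.3 ± 95.5 in CD41 positive cells, a log2 fold change of 3.78 (standard error 0.75, adjusted p = 0.00215), and Sox17 had a log2 fold change of 2.06 (standard error 0.30, adjusted p = 0.000161). Cdh5 had a signal of 2692 ± 669 in CD144 positive cells and 1340 ± 725 in CD41 positive cells, a log2 fold change of 1.09 (standard error 0.35, adjusted p = 0.0454). For Pecam1 the log2 fold change was 1.01 (standard error 0.27, adjusted p = 0.0182), while for Mef2c and Cd109 it was 1.08 (adjusted p = 0.0833) and 2.03 (adjusted p = 0.0671), neither past the threshold. Of 36 endothelial genes, 24 were higher and none lower (30 higher when adjusted over the list alone), and the camera call (adjusted p = 6.74e-11) was lost at adjusted p = 0.0953 with an estimated correlation. Of 23 primitive erythroid genes, 15 were lower in CD144 positive cells at day 6.5 and none higher (16 lower when adjusted over the list alone; camera adjusted p = 1.8e-10, and adjusted p = 0.00313 with an estimated correlation), and Klf1 fell by 3.88 on the log2 scale. The endothelial count became 11 without replicate 1 of the CD41 positive cells, 13 and 15 without replicate 1 or 2 of the CD144 positive cells, and 15 with a robust prior without trend. The 10 genes of Table 7 became 6 without replicate 1 of the CD41 positive cells, 6 and 7 without replicate 1 or 2 of the CD144 positive cells, 7 with a robust prior without trend and 12 with the larger offset. The log2 fold change of Icam2 was 1.22 without replicate 1 of the CD41 positive cells. It was 2.14 and 1.94 without replicate 1 or 2 of the CD144 positive cells, and Icam2 lost its call under 3 other settings. Without the same arrays, Robo4 had 1.19, 1.53 and 1.60. Cdh5 had 0.52, 0.84 and 1.35 without these arrays and lost its call under 5 other settings. Pecam1 had 0.81 without replicate 1 of the CD41 positive cells and 0.86 without replicate 1 of the CD144 positive cells. With a robust prior without trend Pecam1 lost its call (adjusted p = 0.0676). Cd109 had 2.95 without replicate 2 of the CD41 positive cells and gained a call with the larger offset (adjusted p = 0.0296). Mef2c gained a call under 3 settings, 1 of them chosen after seeing the data, with the lowest adjusted p 0.0229.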

The genes upregulated in the CD144 positive cells were not detected in hematopoietic cells (CD41 positive cells at day 3.5) (Table 7).

A color map of the relative expression levels obtained via microarray analysis, including the mesodermal, hematopoietic, early and late endothelial markers was also generated (Figure 5). Signal values were normalized within the [-3,3] interval as shown by the color scale at the bottom of the image where red indicates high expression and green indicates low expression.

**Figure 5:**
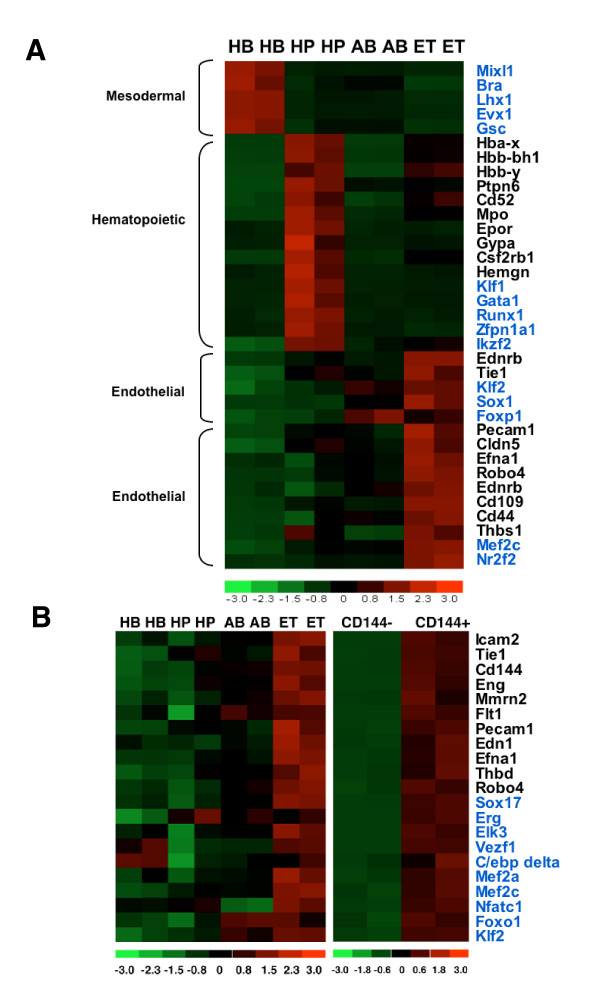
**Heat map of selected genes at different stages of ES cell differentiation and embryogenesis**. (**A**) Expression of selected mesodermal, hematopoietic, and endothelial genes expressed in VEGF-R2 positive (HB), CD41-positive (HP), and CD144-positive (AB and ET) murine ES cells. (**B**) Expression of selected genes identified as being enriched in CD144^+ ^cells in the developing mouse embryo at day E9.5 compared to CD144-cells. Transcription factors are denoted with a blue color. Signal values are normalized within the [-3,3] interval as shown by the color scale at the bottom of the image where red indicates high expression and green indicates low expression.

The expression of a representative number of the genes identified to be enriched in the CD41 and CD144 expressing stem cells (Table 1,2,3,4,5,6,7) were also evaluated by quantitative RT-PCR. The results of these studies confirm the expression patterns observed in each of the populations observed by microarray analysis (Figure 6). For example, a subset of the genes identified to be enriched in the CD41 positive cells (day 3.5) compared to VEGF-R2 positive cells (negative for CD41) at day 2.5 (Table 2) were evaluated by quantitative RT-PCR. These genes, including Ikaros, AML-1, hemoglobin Y, and CD41, and are expressed 4–7 fold higher in the CD41 positive cells (Figure 6A). Similarly a number of genes found to be upregulated in CD144 positive cells at day 3.5 and 6.5 during ES cell differentiation compared to VEGF-R2 positive cells (negative for CD144) (Table 3 and 4), were similarly validated by quantitative RT-PCR (Figure 6B). Many of these genes, including the endothelin receptor, Flt-1, and Tie1, are known to be endothelial cell specific, or involved in regulating endothelial function. The expression of a similar set of genes was also enriched in CD144 positive versus CD144 negative cells in the mouse embryo at day E9.5 (Table 5), a subset of which, including Tie1, Tie2, Ephrin A1, KLF2, and MEF2C, were validated by quantitative RT-PCR (Figure 6C).

**Figure 6:**
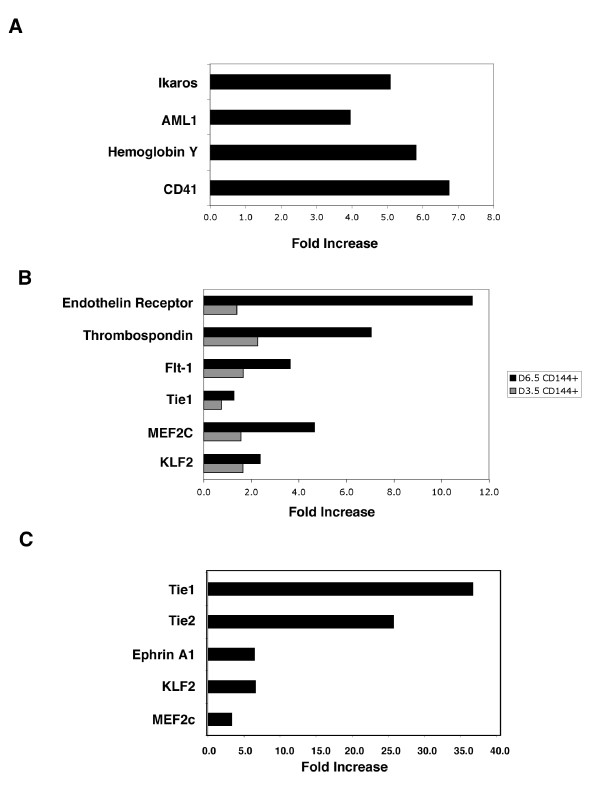
**Quantitative RT-PCR of selected genes identified by microarray analysis**. (**A**) Fold induction, as measured by quantitative RT-PCR, of the expression of representative genes identified as being enriched in CD41 positive cells (day 3.5) compared to VEGF-R2 positive, CD41 negative cells at day 2.5 (Table 1B). (**B**) Fold induction of representative genes in CD144 positive cells at day 3.5 (gray bars) and day 6.5 (black bars) compared to VEGF-R2 positive, CD144 negative cells at day 2.5 (Table 1C and D). (**C**) Fold induction of a subset of genes identified in CD144 positive versus CD144 negative cells in the developing mouse embryo at day E9.5, as measured by quantitative RT-PCR (Table 1E).

To further define the genes that are upregulated at the angioblast stage (day 3.5 CD144 positive), and later stages of endothelial differentiation in the EBs (day 6.5 CD144 positive), and in CD144 positive cells of the embryo (day 9.5), we performed a comparative analysis of these genes (on-line Additional file 1). We identified 41 genes (section VI) that are enriched in all three populations, 139 genes that are enriched in CD144 positive cells of the EB at early and later stages (Section IV), and 119 genes (Section V) that are enriched in CD144 positive cells in later stages of the EB (day 6.5) and in CD144 positive cells of the embryo at day E9.5. 

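Of the probe sets left after the negative control filter, 553 were higher in CD144 positive cells at day 3.5 and 978 at day 6.5 than in VEGF-R2 positive cells at day 2.5, and 151 were higher on both days. The shared probe sets included Sparcl1, a matrix protein gene, with log2 fold changes of 4.08 at day 3.5 and 6.19 at day 6.5, and Lyve1, a hyaluronan receptor gene of endothelium, with 2.92 and 3.20. Epas1, which encodes the hypoxia-inducible factor of endothelium, had 2.92 and 3.82. Tyrobp, a myeloid adaptor gene, and Clec1b, a platelet receptor gene, were also shared. Their log2 fold changes were 2.85 and 5.20 for Tyrobp and 3.24 and 4.07 for Clec1b. No gene list was tested among the shared probe sets. These 5 genes were picked from the shared probe sets after their values were seen. Independent lists of these sizes would share 12.0 of 45037 probe sets, but both lists here were compared with the same day 2.5 arrays, so they are not independent. The sets that involve the E9.5 embryo are not analysed here, so genes shared with the embryo remain among these probe sets.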

Some of the genes identified in the overlapping sections of the Venn diagram are listed in Table 6 and 7. A complete list of the up and down-regulated genes are provided in an on-line supplement [24].

In addition to identifying genes that are enriched at various stages of differentiation, we were also interested in determining whether the genes identified have previously been shown to be linked to each other, or to other genes with regard to specific pathways. In the past few years a number of bioinformatic programs that are designed to evaluate potential links between the genes identified and potential pathways have been developed. We used the program PathwayAssist (Ariadne Genomics Inc.) to evaluate the potential of underlying existing pathways at various stages of endothelial and hematopoietic development. In this approach a natural language processing module, MedScan, is used to describe events of regulation, interaction and modification between proteins, cell processes and small molecules and the results are generated in the forms of biological pathways, gene regulation networks and protein interaction maps [25]. Because considerably more is known regarding the genes involved in hematopoiesis, we first performed analysis of the genes enriched in the CD41 positive cells. The initial analysis was performed using transcription factors identified in the CD41 positive cells at day 3.5 in the differentiating EBs compared to the VEGF-R2 positive cells at day 2.5. When the transcription factors alone are entered into this pathway analysis, the specific factors are linked in multiple ways. For example, KLF1 and GATA1, which are known to be involved in erythropoiesis cluster together (Additional file 2) with links to references for pathways). Similarly, Ikaros, Aiolos, and Helios, zinc finger transcription factors, are involved in lymphopoiesis are linked together. AML1 (Runx1) is known to be upstream of all of the hematopoietic lineages. The pathway analysis was further expanded to include other proteins that are enriched in the CD41 positive population, including the hemoglobin genes, myeloperoxidase, c-kit, glycophorin, and other genes, in addition to the transcription factors identified. Although, significantly more complex, the pathway analysis similarly supports the linkage of these transcription factors and pathways with specific target genes along various hematopoietic lineages (on-line Additional file 3). In addition to demonstrating the utility of this kind of pathway analysis for linking transcription factors with known gene targets and pathways that have previously been defined for hematopoiesis, these results also support the potential of this approach for identifying similar pathways during the process of endothelial differentiation.

We used a similar approach to try to identify the underlying molecular mechanisms involved at various stages of endothelial differentiation. We first evaluated the genes that are upregulated in CD144 positive cells at day 3.5 (angioblast) compared to the hemangioblast. The transcription factors that are highly enriched in this population include KLF2, Sox11 and the forkhead box P1 transcription factor. Some of the potential networks and pathways were also evaluated using the PathwayAssist program (Additional files 4 and 5). Similar analyses were conducted using the Pathway Assist program for genes identified to be enriched in CD144 positive cells (ES cell day 6.5) compared to day 2.5 VEGF-R2 positive ES cells (Additional files 6 and 7) and for CD144 positive cells isolated from mouse embryos at day 9.5, which is comparable to day 6.5 in the ES cell differentiation system, compared to CD144 negative cells (Additional files 8 and 9). We recognize that there are limitations of this type of analysis, and that the results of this analysis are only suggestive of potential pathways among the identified genes and transcription factors, and these analyses are therefore presented as supplemental data. Future studies will be needed to verify specific aspects of the putative pathways identified.

## Discussion

### Overlap between hematopoietic and endothelial lineages

The close association of endothelial and hematopoietic lineage has now been demonstrated in several studies in a wide variety of species including xenopus, mice, and humans. Our studies similarly support a very close temporal and spatial expression pattern of endothelial and hematopoietic progenitor cells in differentiating ES cells. In human embryonic tissues, a population of endothelial-like cells with endothelial and hematopoietic potential expressing VEGF-R2, VE-cadherin, but not CD45, was similarly identified [26]. We observed weak VE-cadherin expression on CD41 positive cells in both the yolk sac and differentiating EBs, but did not observe CD41 expression on endothelial cells lining the vascular channels in the EB or yolk sac, suggesting that as CD41 expression occurs the cells bud off of the developing vasculature.

### Differentiation of the hemangioblast toward the hematopoietic lineage

Several transcription factors have been shown to be critical for different stages of hematopoietic cell differentiation. Some of the critical transcription factors known to play a role early in hematopoietic cell differentiation include Runx-1 (AML-1), GATA-1, and members of the Ikaros zinc finger transcription factor family. We also observed enrichment for these factors in early CD41 positive cells within differentiating EBs based on our microarray data. Although the EB is generally considered as a model of primitive hematopoiesis, similar to what is observed in the yolk sac, the expression of many Ikaros family members that are known to regulate several different hematopoietic lineages suggest a possible broader role for the CD41 positive cells identified in developing EBs in several hematopoietic lineages [27].

### Differentiation of the hemangioblast toward the endothelial lineage

Considerably less is known about the transcription factors and molecular mechanisms involved in regulating the differentiation of the hemangioblast along the endothelial lineage. In early (day 3.5) CD144 positive cells we observed that the increased expression of genes involved in regulating endothelial function such as Tie1 and the endothelin receptor B, compared to genes expressed in VEGF-R2 positive hemangioblast cells (day 2.5). We similarly identified a select number of transcription factors that were enriched in these cells, including KLF2, Sox11, and forkhead box (Fox) P1. Targeted disruption of FOXP1, which is expressed in the endocardium of the heart, is associated with abnormalities in cardiac development, similar to that observed with NFATc1 [28]. The Krueppel-like factor (KLF) family members have also been shown to be involved in cellular differentiation. KLF2 is expressed in the endothelium and is upregulated in response to fluid shear stress [29,30].

Because the early CD144 positive cells may not represent fully differentiated endothelial cells, microarray analysis was also performed on CD144 positive cells at a later stage of differentiation in the EBs (day 6.5) and isolated from the embryo (day 9.5). In addition to increased expression of several Sox family members (11 and 17), the expression of several other transcription factors including the nuclear hormone receptor COUP-TFII (NR2F1), MEF2C, and KLF2, were observed. 

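Sox17, which encodes a transcription factor of endoderm and endothelium, had a signal of 1562 ± 459.5 (SD, n = 2) in CD144 positive cells at day 6.5 and 319 ± 67.0 in VEGF-R2 positive cells at day 2.5, a log2 fold change of 2.26 (standard error 0.30, adjusted p = 6.48e-05). Mef2c rose by 2.82 (standard error 0.40, adjusted p = 0.000108) and Klf2 by 2.31 (standard error 0.17, adjusted p = 1.36e-07) on the log2 scale. Nr2f2, the COUP-TFII gene, had a signal of 321 ± 111 against 128 ± 92.6. Its log2 fold change of 1.45 (standard error 0.68, adjusted p = 0.182) did not pass the test. The paper prints the symbol NR2F1 beside COUP-TFII, so which gene it measured is uncertain, and no value for Nr2f1 is given here. The probe set behind the Sox11 entry of Table 4, annotated as Sox1, had a log2 fold change of 3.32 (standard error 0.79, adjusted p = 0.00802), with adjusted p = 0.106 without replicate 1 of the VEGF-R2 positive cells and 0.075 without replicate 1 of the CD144 positive cells. The brightest Sox11 probe set had a log2 fold change of 0.55 (standard error 0.19, adjusted p = 0.0563), which passed without replicate 1 of the VEGF-R2 positive cells (adjusted p = 0.0344), after the filter on dim probe sets (0.0439) and with the replicate block (0.0138).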

Targeted disruption of the orphan nuclear receptor COUP-TFII results in abnormal vascular and cardiac development [31]. One of the main downstream targets of COUP-TFII is the angiogenic factor Angiopoietin-1. COUP family members are involved in regulating the expression of BMP-4 during embryogenesis. BMP-4 promotes hematopoiesis and angiogenesis during vascular development [32].

In CD144 expressing cells of the embryo (day 9.5) we observed significant overlap in the endothelial-specific genes and transcription factors upregulated in the CD144 positive cells derived from the embryo and differentiating EBs at day 6.5. The transcription factors that were highly expressed and enriched in these cells included, Sox 7, Sox 17, MEF2C, and KLF2. In addition several other transcription factors were also identified in CD144 positive cells of the embryo including the ETS transcription factor family members ERG and ELK3, GATA2, NFATc1, Sox18, Forkhead O1A, and C/EBP delta. The Ets transcription factor ELK3 is highly expressed at sites of vasculogenesis and angiogenesis during early mouse development [33]. Furthermore, down-regulation of ELK3 is associated with marked reductions in VEGF expression. Although ELK3 principally functions as a repressor, Ras activation leads to a phosphorylated form of ELK3 that is highly active [33]. The Ets factor ERG is also enriched in endothelial cells and down regulation of ERG in endothelial cells is associated with reductions in the expression of the endothelial-specific genes [34]. The GATA factors have similarly been shown to regulate endothelial-specific genes. GATA2 is involved in the regulation of PECAM-1, endothelin-1, and ICAM-2 [35-37]. Both the forkhead family members and NFATc1 function as transcriptional mediators of VEGF in endothelial cells [38,39]. There are no previous reports suggesting a role for C/EBP delta in endothelial function or gene expression.

Microarray chip analysis has been used in a number of studies for uncovering genes that are differentially expressed during hematopoietic and endothelial differentiation (see Table 8). In most of these studies, differentiating mouse or human ES cells have been used as a model system for hematopoietic/endothelial differentiation. Isolation of the VEGF-R2^+ ^cell population at an early stage of ES cell differentiation was done in all of the mouse ES cells studies as an already established population with hemangioblast properties [41-43,45-47]. Human ES cell hemangioblasts were more tightly defined by sorting out the VEGFR-2^+^/CD34^+ ^or VEGFR-2^+^/CD31^+ ^cells [38]. A number of mesodermal markers were identified in the VEGFR-2^+ ^cells at D2.5 of differentiation including Brachyuary [37,40], msh homeo box homolog 1 (Msx1), NODAL, inhibin BA/BB [37], Hand1, Mesp1 [40], and canonical Wnt-signalling associated genes such as Wnt3a and Wnt8a [42]. These genes are involved in processes such as development, transcription, organ and system development, with genes such as Sox9, HoxB2, and HoxB3 being specifically involved in hemangioblast differentiation [40].

**Table 8:** Microarray Studies of Hematopoietic (HP) and Endothelial Cell (EC) Differentiation in EBs

**Study**	**Species**	**Markers**	**Differentiation**	**Modulators**
1. Chen D et al[40]	Human	Whole EBs	HP	
2. Woll PS et al[41]	Human	CD31, CD34, Flk-1	HP/EC	
3. Schenke K et al[42]	Human	Whole ES	HP/EC	Col IV, FGF4
4. Lu SJ et al[43]	Human	Whole EB/ES	EC	VEGF, BMP4
5. Wang H et al[44]	Mouse	VEGF-R2	EC	Wnt
6. Williamson AJ et al[45]	Mouse	Bry/VEGF-R2	HP	
7. Rolny C et al[46]	Mouse	CD31, VEGF-R2	EC	
8. Wang C. et al[47]	Mouse	Whole EBs	HP/EC	Lycat
9. Wu Y. et al[48]	Mouse	VEGF-R2	EC	PRDM6
10. Ferguson JE et al[49]	Mouse	VEGF-R2	EC	ASB4
11. Ng YS et al[50]	Mouse	Whole EBs	VEGF	

During the hemangioblast phase a number of early hematopoietic and endothelial markers are found to be co-expressed on the VEGFR-2^+ ^cells from day 3–6 of differentiation. Genes found in these group include CD34, TAL/SCL, Runx1/AML1, GATA-2/3, Lmo2, Notch1, c-kit, CD41, HoxB4 (all of them referred to as hematopoietic commitment markers), and genes thought to be expressed on both, hematopoietic and endothelial progenitors including CD31, VE-cadherin, CXCRF, Flt-1 [[37,38] and [41]], KDR [40], TGFα-1, Bmp7, Smad1, Wnt associated genes FrzB, β-catenin, N-cadherin, Msx2, Cyclin D1, Dkk1 [41], lysocardiolipin acyltransferase (Lycat) [44] and finally PRDM6, encoding a Krueppel-like zinc finger protein (KLF) that functions in cell-fate decisions and malignant transformation [45]. Most of these genes are downregulated as the divergence of the two cell lines takes place, however, a number of these markers maintain steady levels of expression throughout the course of differentiation. The onset of the definitive hematopoiesis is marked by the expression of CD45, the genes involved in adult hematopoietic cell renewal (PIK3R1, MDR1, IRS1, RGS18, SUMO-1 and Wnt5) [37], CXCL12, Alcam [39], mayeloblastosis oncogene (Myb) and Hemoglobin genes [43].

Genes whose expression is enriched in more mature endothelial cells from day 6 and onwards include VE-cadherin, CXCR4 [38], Angiopoietin 2 (Ang2), Endothelin 1 (End1) [39], ICAM-2, neuropilin-1, endoglin, transforming growth factor genes (TGFβ-2, BMP4 and BMPR-1), Wnt associated genes (Wnt2, Wnt5a, Nkd1, cyclin D2, Frzd7, Lef1, Frzb, Sox17, Msx2, fibrinogen, Myc) [41], Tie-2, genes involved in angiogenic response to VEGF such as PDGFBB, PDGFR-1, Shb [43], ASB4 (which functions in vascular differentiation in an oxygen-dependent manner) [46], caveolin, Hey1, FGFR-1, and adhesion protein genes cadherin 5 and claudin 3 [47]. The findings from our microarray studies are in accord with the previously published studies. In addition, we have identified several additional genes such as Ikaros and Helios zinc-finger transcription factors, Erg, claudin 5, and Sox17, that segregate with the hematopoietic or endothelial cell populations (see Table 1,2,3,4,5,6,7). Future studies will be needed to identify whether or not these genes play a significant role as determinants of endothelial or hematopoietic cell differentiation.

## Conclusion

In conclusion, the results of our study support the use of embryonic stem cells to study the molecular events underlying hematopoiesis and endothelial differentiation. Our results demonstrate the expression of distinct sets of genes in populations of embryonic stem cells expressing CD41 or CD144 that are consistent with genes associated with the hematopoietic or endothelial lineages. Future studies should be directed at defining the role of selected transcription factors that are enriched in selected subsets of stem cells during the process of differentiation.

## Authors' contributions

VN–K carried out the stem cell differentiation, flow cytometry, and immunohistochemistry studies. She also contributed to the writing and editing of the manuscript. MB contributed to the microarray analysis and interpretation, and writing of the manuscript. HHO contributed to the microarray analysis. TL contributed to the design of the microarray studies. PO contributed to the design of all the experiments, and the writing and editing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A comparative analysis of genes that are upregulated during the stages of endothelial differentiation in the embryoid body or embryo**. Forty one genes (Section VI) are upregulated at the angioblast stage (day 3.5, CD144-positive), during later stages of endothelial differentiation in the embryoid body (day 6.5, CD144-positive) and in CD144-positive cells of the embryo at day 9.5. Section IV depicts the 139 genes that are enriched in CD144-positive cells of the embryoid body at early and later stages (day 3.5 and 6.5), and Section V depicts genes that are enriched in CD144-positive cells in later stages of the embryoid body (day 6.5) and in CD144-positive cells of the embryo at day 9.5. Click here for file

Additional file 2 **Pathway analysis of transcription factors enriched in CD41-positive cells**. Pathway analysis of selected transcription factors identified in CD41-positive cells at day 3.5 in the developing embryo were compared to those identified VEGF-R2-positive cells at day 2.5. Click here for file

Additional file 3 **Pathway analysis of genes enriched in CD41-positive cells**. Pathway analysis for the extended gene list identified in CD41-positive cells at day 3.5 in the developing embryo were compared to those identified VEGF-R2-positive cells at day 2.5. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 4 **Pathway analysis of transcription factors that are upregulated in early CD144 positive cells**. Pathway analysis of selected transcription factors identified in CD144-positive cells at day 3.5 (angioblast) compared to those identified VEGF-R2-positive cells at day 2.5. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 5 **Pathway analysis of genes that are upregulated in early CD144 positive cells differentiation**. Pathway analysis for extended gene list identified in CD144-positive cells at day 3.5 (angioblast) compared to those identified VEGF-R2-positive cells at day 2.5. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 6 **Pathway analysis of transcription factors involved later stages of endothelial differentiation in ES cells**. Pathway analysis of transcription factors upregulated in CD144-positive cells at a later stage of ES cell differentiation (day 6.5) were compared to the VEGF-R2-positive cells at day 2.5. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 7 **Pathway analysis of transcription factors involved later stages of endothelial differentiation in ES cells**. Pathway analysis of extended gene list upregulated in CD144-positive cells at a later stage of ES cell differentiation (day 6.5) were compared to the VEGF-R2-positive cells at day 2.5. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 8 **Pathway analysis of transcription factors that are upregulated in CD144-positive versus CD144-negative cells in E9.5 embryos**. Pathway analysis of transcription factors upregulated in CD144-positive cells that were isolated from mouse embryos at day 9.5 were compared to CD144-negative cells. The networks predicted by the program PathwayAssist are shown. Click here for file

Additional file 9 **Pathway analysis of the extended gene list that are upregulated in CD144-positive versus CD144-negative cells in E9.5 embryos**. Pathway analysis of genes upregulated in CD144-positive cells that were isolated from mouse embryos at day 9.5 were compared to CD144-negative cells. The networks predicted by the program PathwayAssist are shown. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

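Gene expression was measured on 16 Affymetrix arrays, 2 for each of 8 populations of differentiating mouse embryonic stem cells: VEGF-R2 positive and negative cells at day 2.5, CD41 positive and negative cells and CD144 positive and negative cells at day 3.5, and CD144 positive and negative cells at day 6.5. The populations were taken from the sample titles. The arrays of E9.5 embryo cells were not used here. The deposited intensity values are MAS5 signals on a linear scale that the authors computed from the arrays before deposition, each array scaled by the authors to a mean of 500, trimmed at the 2nd and 98th percentiles, and no version of the software was given. The paper's own lists came from dChip, whose values were not used here.

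Of 45101 probe sets, 64 control probe sets were left out and 45037 were tested; 34945 carry 1 gene symbol, 932 several and 9160 none. The 10th percentile of all values, 6.03, was added before the log2 was taken. All arrays were fitted together in limma 3.58.1 under R 4.3.3, with moderated statistics and a trend with signal, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. With 2 arrays per population no separate test of single samples was made, and the number of arrays limits the precision. Comparisons were made between positive populations, between positive and negative populations of a day and between negative populations, with 3 tests of whether the change over time differed between sorts. Replicate numbers were not used as pairs.

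The paper's criterion, a lower 90% bound of the fold above 2, was stood in for by limma's 2-sided 90% interval. Probe sets that passed it in the same direction in either negative control transition were then removed. Corrected folds are the ratio of mean signals in the positive populations minus the ratio in the negative populations. The overlap between the 2 days was set against that of independent lists.

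19 gene lists were written first, from general knowledge: primitive streak and early mesoderm, primitive erythroid, early hematopoietic, megakaryocyte, myeloid and macrophage, lymphoid, Ikaros family, endothelial, arterial, venous, cardiac muscle, smooth muscle and mesenchyme, endoderm, neuroectoderm, pluripotency, hypoxia, cell cycle, immediate early and stress genes, and targets of Notch and BMP signalling. Each gene was represented by its probe set with the highest mean, and lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Several lists include genes that the paper had chosen from these same arrays, so their counts and set tests are not independent of the paper. Examples are Mixl1, Lhx1, Evx1, Gsc, Hba-x, Klf1, Gata1, Ikzf1 and Ikzf2, and in the endothelial list Cdh5, Tie1 and Pecam1. Named genes are those of Tables 1, 2, 3, 4, 6 and 7 and of Figures 5 and 6 that are analysed here, matched by their GenBank entry where possible, the genes of the sorting markers, the 6 called probe sets with the largest change in each direction that have 1 symbol, a mean above the median and no overlap between groups, and up to 4 called members of each list with the largest change; the values in the paper's tables had been seen when this rule was written.

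The fit was tested on simulated data with known changes in the comparison of CD41 positive with VEGF-R2 positive cells. A first criterion for that test, a share of large changes to be called, was not met and was replaced by criteria on the bias of the folds, the share of false calls and the absence of calls in the wrong direction. Of 44837 unchanged probe sets, 4 were called and 158 passed the bound. The simulation changed far fewer probe sets than the 4432 called in the data, so its adjusted threshold was stricter. These counts therefore do not give the rate of false calls in the data. There, duplicates of positive populations also correlated less than those of negative ones. The alternatives were quantile normalization, other offsets or a floor, a filter on dim probe sets, fits of only the compared groups, a replicate block, a robust prior without trend, other bounds, other probe sets per gene, other ways to subtract the negative control fold and leaving out each array. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.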

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

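The tests of the explanations below were chosen after the results were seen.

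Changes over time differed between positive and negative cells, in a test of that difference itself. It called 2128 probe sets for the CD41 sort at day 3.5, 2389 for the CD144 sort at day 3.5 and 2181 for the CD144 sort at day 6.5. With a robust prior without trend these numbers were 973, 1219 and 941. Without replicate 1 or 2 of the VEGF-R2 negative cells these numbers were 1124 and 1077, 1255 and 1282, and 973 and 964. Without replicate 1 or 2 of the CD41 negative cells the first was 1212 each time, and without replicate 1 or 2 of the CD144 negative cells at day 3.5 the second was 1529 and 1308.

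With all arrays in one fit, more probe sets differed between positive and negative cells of a day (8778 to 13209 in 4 comparisons) than between populations that were both positive or both negative (788 to 6985 in 10 comparisons). This order did not hold with only the compared groups and their negative controls in the fit, where CD144 positive against negative cells at day 6.5 gave 5331 and CD41 negative and CD144 negative cells at day 3.5 against VEGF-R2 negative cells 6242 and 9113. Leaving out 1 array lowered the VEGF-R2 comparison to 6541 and 6451 (VEGF-R2 negative replicate 1 or 2) and the CD144 comparison at day 3.5 to 5854 (CD144 positive replicate 2), 4675 and 5450 (CD144 negative replicate 1 or 2). Degraded RNA stays open: the highest 3' over 5' ratio of GAPDH was 1.06, but this test cannot decide, because the GAPDH controls lie near the top of the range of every array. Different processing of positive and negative arrays stays open, since added control transcripts, which come from no cell, were 2.01 times as high on the lowest positive as on the highest negative array, a signal in probe sets that the paper does not discuss; a difference between the sorted cells stays open too and is untested, and the 2 go together in this design.

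Of the pluripotency genes, outside the subjects of the paper, 14 rose and 2 fell in CD144 positive cells at day 3.5, and 9 rose with a robust prior without trend or with the positive arrays alone. A difference of scale between arrays is argued against by quantile normalization, under which 14 were called higher. CD144 negative cells sorted along with the positive cells may contribute: Nanog was lower in CD144 positive than in CD144 negative cells, but 9 of the 14 genes were higher, and this test cannot decide because positive and negative arrays also differ in their control transcripts. Except for Klf4 and Utf1, the 14 genes had higher means in CD41 negative cells of that day than in CD144 positive cells (Sox2 10784 against 4575), a pair that was not tested. Except for Klf4, they also had higher means in VEGF-R2 negative than in VEGF-R2 positive cells (Sox2 6356 against 398). The rise is thus measured from cells in which most of these genes were lower than in the negative cells of day 2.5. Expression by the CD144 positive cells themselves stays open and untested. Dppa5a and Dnmt3b had signals of 19584 and 16584 in CD144 positive and 10268 and 12830 in CD144 negative cells at day 3.5, differences that were not called, and the sort for CD144 would remove the negative cells.

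Other gene groups outside the subjects of the paper had at least 1 in 2 members called higher than in VEGF-R2 positive cells. In CD144 positive cells at day 3.5 these were 9 of 16 hypoxia genes, with 1 lower, and 5 higher both with a robust prior without trend and with the probe set of largest variance for each gene. In CD144 positive cells at day 6.5 they were 17 of 29 endoderm genes, with 3 lower (10 higher without replicate 1 of these cells, and 11 with a robust prior or with the positive arrays alone), 12 of 16 hypoxia genes, with 1 lower, 10 of 20 immediate early and dissociation stress genes, with 3 lower, and 11 of 19 smooth muscle and mesenchymal genes, with 2 lower. The number of immediate early and dissociation stress genes became 5 without replicate 1 of the VEGF-R2 positive cells, 4 without replicate 1 of the CD144 positive cells and 6 with a robust prior without trend.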

How the results depend on the processing

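The alternatives were set in advance, except the fit of the positive arrays alone, signed fold subtraction, the filter with the VEGF-R2 negative transition alone and the leave-one-out of corrected folds, which were chosen after seeing the data, as were the list counts and set tests treated as main results. Over all alternatives, counts of probe sets stayed within 1.5 times their value in 300 cases and moved further in 84, counts of list members in 528 and 58. Folds of the paper's tables moved by less than their SD in 607 cases and by more in 51. Named genes kept their direction and their side of the threshold in 1528 cases, lost the call in 85, gained it in 19 and changed sign in 2, both for Sox11 in CD144 positive cells at day 3.5, which ranged from -0.21 to 0.20 on the log2 scale with 1 array left out. For the set tests treated as main results, directions and calls were the same in 32 cases, with 8 calls lost, 1 gained and 1 change of sign; set tests of other lists are not in these numbers, and where the text gives one whose call was lost it says so. The replicate numbers do not pair the arrays: over all probe sets the correlation of replicate differences between populations was -0.047 to 0.047, and above the median -0.171 to 0.157. Signal over background limits calls among dim probe sets, and in simulated data with 8-fold changes 23 of 24 changed probe sets above the median and 1 of 26 at or below it were called. The simulation changed far fewer probe sets than were called in the data, so these shares do not carry over.

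With quantile normalization, primitive erythroid genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, lymphoid genes lower numbered 0 in CD41 positive against negative cells. With the offset at the 25th percentile, probe sets past the paper's threshold numbered 1211 in CD41 positive cells against day 2.5 and 802 in CD144 positive cells at day 3.5 against day 2.5, probe sets left after the negative control filter numbered 498 in CD144 positive cells at day 3.5 against day 2.5, early hematopoietic genes lower numbered 1 in CD41 positive cells against day 2.5. With the offset at the 1st percentile, endothelial genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5. With a floor at the 10th percentile, endothelial genes higher numbered 7 in CD144 positive cells at day 3.5 against day 2.5. After a filter on dim probe sets, early hematopoietic genes lower numbered 1 in CD41 positive cells against day 2.5. With only the compared groups and their negative controls in the fit, endothelial genes lower numbered 3 in CD144 positive cells at day 3.5 against day 2.5, primitive streak and early mesoderm genes higher numbered 1 in CD144 positive cells at day 6.5 against day 2.5, primitive erythroid genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, lymphoid genes higher numbered 1 in CD41 positive against negative cells, lymphoid genes lower numbered 0 in CD41 positive against negative cells, probe sets changed numbered 5331 in CD144 positive against negative cells at day 6.5 and 1513 in CD144 positive against CD41 positive cells at day 3.5 and 2599 in CD144 positive cells at day 6.5 against CD41 positive cells and 1458 in CD144 positive cells at day 6.5 against day 3.5 and 6242 in CD41 negative against VEGF-R2 negative cells and 9113 in CD144 negative cells at day 3.5 against VEGF-R2 negative cells and 6447 in CD144 negative cells at day 6.5 against VEGF-R2 positive cells. With replicate number as a block, endothelial genes lower numbered 1 in CD144 positive cells at day 3.5 against day 2.5. With a robust prior without trend, probe sets changed numbered 2731 in CD41 positive cells against day 2.5 and 1720 in CD144 positive cells at day 3.5 against day 2.5 and 4586 in CD144 positive cells at day 6.5 against day 2.5 and 2605 in CD144 positive against CD41 positive cells at day 3.5 and 3930 in CD144 positive cells at day 6.5 against CD41 positive cells and 1030 in CD144 positive cells at day 6.5 against day 3.5 and 374 in CD41 negative against VEGF-R2 negative cells and 1457 in CD144 negative cells at day 3.5 against VEGF-R2 negative cells and 1895 in CD144 negative cells at day 6.5 against VEGF-R2 negative cells, interaction of sort and time numbered 973 for CD41 day 3.5 and 1219 for CD144 day 3.5 and 941 for CD144 day 6.5, endothelial genes higher numbered 4 in CD144 positive cells at day 3.5 against day 2.5 and 15 in CD144 positive cells at day 6.5 against CD41 positive cells, endothelial genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, pluripotency genes higher numbered 9 in CD144 positive cells at day 3.5 against day 2.5, primitive erythroid genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, hypoxia genes higher numbered 5 in CD144 positive cells at day 3.5 against day 2.5, hypoxia genes lower numbered 0 in CD144 positive cells at day 3.5 against day 2.5 and 0 in CD144 positive cells at day 6.5 against day 2.5, endoderm and yolk sac endoderm genes higher numbered 11 in CD144 positive cells at day 6.5 against day 2.5, lymphoid genes lower numbered 0 in CD41 positive against negative cells, immediate early and dissociation stress genes higher numbered 6 in CD144 positive cells at day 6.5 against day 2.5. With a one-sided 90% bound, probe sets past the paper's threshold numbered 2241 in CD144 positive cells at day 3.5 against day 2.5, probe sets left after the negative control filter numbered 1445 in CD144 positive cells at day 3.5 against day 2.5. With a Fieller bound on linear means, probe sets past the paper's threshold numbered 2600 in CD144 positive cells at day 3.5 against day 2.5 and 3531 in CD144 positive cells at day 6.5 against day 2.5, probe sets left after the negative control filter numbered 1607 in CD144 positive cells at day 3.5 against day 2.5 and 2116 in CD144 positive cells at day 6.5 against day 2.5. With a fold above 3 and no bound, probe sets past the paper's threshold numbered 3971 in CD41 positive cells against day 2.5 and 3767 in CD144 positive cells at day 3.5 against day 2.5 and 4643 in CD144 positive cells at day 6.5 against day 2.5, probe sets left after the negative control filter numbered 2747 in CD41 positive cells against day 2.5 and 2483 in CD144 positive cells at day 3.5 against day 2.5 and 2726 in CD144 positive cells at day 6.5 against day 2.5. With the probe set of largest variance for each gene, Ikaros family genes lower numbered 1 in CD41 positive cells against day 2.5, endothelial genes lower numbered 1 in CD144 positive cells at day 3.5 against day 2.5, primitive erythroid genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, hypoxia genes higher numbered 5 in CD144 positive cells at day 3.5 against day 2.5. With the positive arrays alone in the fit, chosen after seeing the data, probe sets changed numbered 2398 in CD41 positive cells against day 2.5 and 1425 in CD144 positive cells at day 3.5 against day 2.5 and 4240 in CD144 positive cells at day 6.5 against day 2.5 and 2303 in CD144 positive against CD41 positive cells at day 3.5 and 3797 in CD144 positive cells at day 6.5 against CD41 positive cells and 906 in CD144 positive cells at day 6.5 against day 3.5, probe sets past the paper's threshold numbered 904 in CD144 positive cells at day 3.5 against day 2.5, early hematopoietic genes lower numbered 1 in CD41 positive cells against day 2.5, pluripotency genes higher numbered 9 in CD144 positive cells at day 3.5 against day 2.5, primitive erythroid genes lower numbered 0 in CD144 positive cells at day 6.5 against day 2.5, endoderm and yolk sac endoderm genes higher numbered 11 in CD144 positive cells at day 6.5 against day 2.5. With the VEGF-R2 negative transition alone in the filter, chosen after seeing the data, probe sets left after the negative control filter numbered 2037 in CD144 positive cells at day 6.5 against day 2.5. With an estimated correlation in camera, the adjusted p was, for set test of endothelial genes 0.519 in CD144 positive cells at day 3.5 against day 2.5 and 0.165 in CD144 positive cells at day 6.5 against day 2.5 and 0.0953 in CD144 positive cells at day 6.5 against CD41 positive cells, set test of pluripotency genes 0.372 in CD144 positive cells at day 3.5 against day 2.5 and 0.132 in CD41 positive cells against day 2.5, set test of primitive erythroid genes 0.0607 in CD144 positive cells at day 6.5 against day 2.5, set test of hypoxia genes 0.0633 in CD144 positive cells at day 3.5 against day 2.5, set test of immediate early and dissociation stress genes 0.375 in CD144 positive cells at day 6.5 against day 2.5. With fry in place of camera, the adjusted p was, for set test of lymphoid genes 0.879 in CD41 positive cells against day 2.5 and 0.0408 in CD41 positive against negative cells. The cause was not tested.

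Leaving out each array in turn gave 0 to 1 for early hematopoietic genes lower in CD41 positive cells against day 2.5, 10 to 15 for endoderm and yolk sac endoderm genes higher in CD144 positive cells at day 6.5 against day 2.5, 2 to 9 for endothelial genes higher in CD144 positive cells at day 3.5 against day 2.5, 11 to 28 for endothelial genes higher in CD144 positive cells at day 6.5 against CD41 positive cells, 13 to 16 for endothelial genes higher in CD144 positive cells at day 6.5 against day 2.5, 0 to 0 for endothelial genes lower in CD144 positive cells at day 6.5 against day 2.5, 0 to 1 for hypoxia genes lower in CD144 positive cells at day 6.5 against day 2.5, 4 to 10 for immediate early and dissociation stress genes higher in CD144 positive cells at day 6.5 against day 2.5, 1255 to 2139 for interaction of sort and time, CD144 day 3.5, 964 to 2314 for interaction of sort and time, CD144 day 6.5, 1077 to 2956 for interaction of sort and time, CD41 day 3.5, 1 to 3 for lymphoid genes higher in CD41 positive against negative cells, 0 to 1 for lymphoid genes higher in CD41 positive cells against day 2.5, 0 to 1 for lymphoid genes lower in CD41 positive against negative cells, 0 to 1 for lymphoid genes lower in CD41 positive cells against day 2.5, 0 to 2 for pluripotency genes higher in CD41 positive cells against day 2.5, 0 to 1 for primitive erythroid genes lower in CD144 positive cells at day 6.5 against day 2.5, 1299 to 1575 for probe sets changed in CD144 negative cells at day 3.5 against VEGF-R2 negative cells, 5691 to 8592 for probe sets changed in CD144 negative cells at day 3.5 against VEGF-R2 positive cells, 1616 to 3495 for probe sets changed in CD144 negative cells at day 6.5 against VEGF-R2 negative cells, 4675 to 7584 for probe sets changed in CD144 positive against negative cells at day 3.5, 2307 to 5560 for probe sets changed in CD144 positive against CD41 positive cells at day 3.5, 1613 to 2616 for probe sets changed in CD144 positive cells at day 3.5 against day 2.5, 1059 to 1935 for probe sets changed in CD144 positive cells at day 6.5 against day 3.5, 3938 to 6709 for probe sets changed in CD144 positive cells at day 6.5 against CD41 positive cells, 414 to 556 for probe sets changed in CD41 negative against VEGF-R2 negative cells, 8215 to 10769 for probe sets changed in CD41 negative against VEGF-R2 positive cells, 2833 to 4991 for probe sets changed in CD41 positive cells against day 2.5, 6451 to 9423 for probe sets changed in VEGF-R2 positive against negative cells, 823 to 1421 for probe sets left after the negative control filter in CD144 positive cells at day 3.5 against day 2.5, 1287 to 2186 for probe sets left after the negative control filter in CD41 positive cells against day 2.5, 1710 to 2789 for probe sets past the paper's threshold in CD41 positive cells against day 2.5. The lone array left in a population is assumed to vary like the other populations.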

Differences from the paper's values

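A fold here counts as different from the paper's when 1 is more than 1.5 times the other and they lie further apart than the replicate SD here, or on the ratio alone where a signal below the 25th percentile of all values enters the fold, which inflates the SD. The rules for the SD of a ratio and for samples at this floor were set after values and earlier comparisons had been seen, and they raised the number of values that differ. Signed fold subtraction, in which a decrease is written as minus the inverse ratio, and the leave-one-out of corrected folds were also chosen after seeing the values. The values here come from MAS5 signals and limma's 2-sided 90% interval, those of the paper from dChip.

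At a 90% bound of the fold above 2, the paper counts 565 transcripts in CD41 positive cells at day 3.5, and 1817 probe sets passed here. For CD144 positive cells at day 3.5 the paper counts 483, against 1419 here, and at day 6.5 1068, against 2326 here. Each of these differs under all 15 alternatives set before the data were examined, which gave 1211 to 3971, 802 to 3767 and 1680 to 4643. Of 59 fold changes compared here, 21 differ, and 16 without the rule for the floor; the other genes of Tables 1 and 2 are not analysed here. The 5 that differ by the ratio alone have an SD that covers the paper's value: Runx1 in Table 2 (SD 5.69), Ednrb, Cd109 and Sox1 in Table 4 (SD 26.5, 17.3 and 13.5) and Cd109 in Table 7 (SD 17.3).

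In Table 1 these are the folds of VEGF-R2 positive over CD144 positive cells of Lhx1 (the paper's 13.33, here 8.26) and Gsc (the paper's 10.46, here 3.53), which differ under all 5 alternatives set before the data were examined. Lhx1 no longer differed at 9.39 without replicate 2 of the VEGF-R2 positive cells and 9.64 without replicate 1 of the CD144 positive cells, and with signed fold subtraction Lhx1 was 13.7 and Gsc 8.61, settings chosen after seeing the values; of the values compared here, signed subtraction left 0 of 8 in Table 1 apart from the paper's, but 8 of 11 in Table 2, 3 of 6 in Table 3 and 5 of 10 in Table 4.

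In Table 2 they are Hba-x (the paper's 266.22, here 2403), Hbb-y (the paper's 39.49, here 108), Cd52 (the paper's 5.98, here 14.2), Mpo (the paper's 5.06, here 13.6), Hemgn (the paper's 7.72, here 41.6) and Klf1 (the paper's 24.81, here 67.5), which differ under all 5 alternatives set before the data were examined. For Runx1 (the paper's 5.18, here 8.41), 1 of them, the fold from limma, gave 7.76 and does not differ, while the other 4 do. Left-out arrays, chosen after seeing the values, gave 5.89 (VEGF-R2 positive replicate 2) and 6.38 (CD41 positive replicate 1). A signal below the 25th percentile of all values enters each of these folds but that of Mpo. The mean signals of Hba-x and Hemgn in VEGF-R2 positive cells, 15.2 and 7.19, lay below it themselves, so these 2 folds have no firm size. By quantitative RT-PCR, the paper also reports hemoglobin Y, AML-1 and Ikaros as higher in CD41 positive cells. Its RT-PCR fold for hemoglobin Y lies below both array values given here for Hbb-y.

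In Table 3 they are Tie1 (the paper's 5.49, here 2.69), Tfec (the paper's 4.02, here 13.4), Klf2 (the paper's 6.12, here 3.32) and Foxp1 (the paper's 4.87, here 2.08), under all 5 of those alternatives. Signed fold subtraction, chosen after seeing the values, gave 7.65 for Klf2 and 4.96 for Foxp1. The paper's tables differ from each other for Tie1 and Klf2: its Table 6, not marked as corrected in its title, has the paper's 2.98 and 3.69 at day 3.5, against uncorrected folds of 2.73 and 3.56 here.

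In Table 4, Cldn5 (the paper's 10.5, here 2.59) and Cd109 (the paper's 3.36, here 12.5) differ under all 5. For Cldn5 the paper's Table 7, not marked as corrected in its title, has the paper's 3.76, against an uncorrected 2.84 here. Ednrb (the paper's 19.07, here 12.2) does not differ with the negative control compared with VEGF-R2 positive cells (20.3), with nothing subtracted (22.6) or with the fold from limma (24.4), and differs under the other 2, quantile normalization and the probe set with the largest fold; without replicate 2 of the VEGF-R2 negative cells, chosen after seeing the values, it was 12.9, while it was 1.98 and 121 without replicate 1 or 2 of the VEGF-R2 positive cells. Robo4 (the paper's 3.55, here 2.22) does not differ with the negative control compared with VEGF-R2 positive cells (2.44) or with nothing subtracted (2.59) and differs under the other 3; chosen after seeing the values, signed fold subtraction gave 5.24, and leaving out replicate 2 of the VEGF-R2 positive or replicate 1 of the day 6.5 CD144 negative cells 2.42 and 2.37. The probe set annotated as Sox1 that the paper lists as Sox11 has 5.36 in the paper and 8.41 here; it does not differ with the negative control compared with VEGF-R2 positive cells (4.09), differs under the other 4, and was 3.58 and 5.32 without replicate 1 of the VEGF-R2 positive or of the day 6.5 CD144 positive cells, chosen after seeing the values.

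Tfec in Table 6 has the paper's 4.56 at day 6.5 and 4.02 at day 3.5, against 17.4 and 13.8 here, and Cd109 in Table 7 the paper's 3.36, against 13.7 here; all 3 differ under all 3 alternatives set before the data were examined. Without replicate 2 of the VEGF-R2 positive cells, a setting chosen after seeing the values, 7 of 12 values of Table 6 differ instead of 2. These are Emcn, Efna1 and Tfec on both days and Klf2 at day 6.5. In Table 7, 1 of 12 values differs with all arrays, 2 without replicate 1 of the VEGF-R2 positive cells and 3 without replicate 2. Under quantile normalization, and with the probe set with the largest fold, 2 of the 12 differ. The title of Table 7 names CD41 positive and CD144 negative cells as the comparison and its column head VEGF-R2 positive cells (HB), so which comparison its values stand for is uncertain; they are set here beside the fold of CD144 positive cells at day 6.5 over VEGF-R2 positive cells.

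The paper states that the genes of Table 7 were undetected in CD41 positive cells. Its Discussion also reports weak VE-cadherin expression on CD41 positive cells. Of the 12 genes, 10 had a mean signal there above the median of all values, Icam2 with 1574 and Mmrn2 with 1111. A MAS5 signal above the median is not a detection call, and the paper's values came from dChip. In CD144 positive cells at day 6.5, 10 of the 12 were called higher than in CD41 positive cells, and 7 with a robust prior without trend. The paper states that Sox11 rose in CD144 positive cells at day 3.5 and later; the accession given belongs to Sox1, whose log2 fold change at day 6.5 was 3.32 (standard error 0.79, adjusted p = 0.00802), and the brightest probe set of Sox11 itself had log2 fold changes of -0.01 and 0.55, neither past the threshold with all arrays. The second passed, in the paper's direction, without replicate 1 of the VEGF-R2 positive cells (adjusted p = 0.0344), after the filter on dim probe sets (0.0439) and with the replicate block (0.0138), while Sox1 lost its call without replicate 1 of the VEGF-R2 positive (0.106) or of the day 6.5 CD144 positive cells (0.075).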

Other observations

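Genes of blood cells were also higher in CD144 positive cells at day 6.5 than in VEGF-R2 positive cells at day 2.5. Of 13 megakaryocyte genes, 8 rose and none fell (8 higher when adjusted over the list alone; camera adjusted p = 0.000442, and adjusted p = 0.0283 with an estimated correlation), and of 19 myeloid and macrophage genes 9 rose and none fell (9 higher when adjusted over the list alone; camera adjusted p = 0.000153, and adjusted p = 0.0224 with an estimated correlation). Among primitive erythroid genes 8 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 0.00624 that became adjusted p = 0.0607 with an estimated correlation; without replicate 1 of the VEGF-R2 positive cells, or replicate 1 or 2 of the CD144 positive cells, 0 fell. The signal of the embryonic globin gene Hba-x was 12446 ± 1810.4 (SD, n = 2) in CD144 positive and 12603 ± 172 in CD144 negative cells at day 6.5, and that of Hbb-y was 2923 ± 453 (SD, n = 2) in CD144 positive and 6008 ± 1611 in CD144 negative cells at day 6.5.

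In CD41 positive cells, 11 pluripotency genes fell and none rose (11 lower when adjusted over the list alone; camera adjusted p = 1.08e-07, and adjusted p = 0.132 with an estimated correlation), and without replicate 1 of these cells 2 rose. Of 16 neuroectoderm genes 7 fell and none rose (8 lower when adjusted over the list alone; camera adjusted p = 0.000123, and adjusted p = 0.0117 with an estimated correlation). Of 11 targets of Notch and BMP signalling 7 fell and none rose (8 lower when adjusted over the list alone; camera adjusted p = 1.17e-06, and adjusted p = 0.0789 with an estimated correlation). Of 20 immediate early and stress genes, 10 rose and 3 fell in CD144 positive cells at day 6.5 (11 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0473, and adjusted p = 0.375 with an estimated correlation), and without replicate 1 of these or of the VEGF-R2 positive cells 4 and 5 rose. Of 36 endothelial genes 5 rose and 5 fell in CD41 positive cells (6 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of -0.11, a mean of 0.08 and no camera call (adjusted p = 0.88).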
